# Comparative Transcriptional Profiling of Two Wheat Genotypes, with Contrasting Levels of Minerals in Grains, Shows Expression Differences during Grain Filling

**DOI:** 10.1371/journal.pone.0111718

**Published:** 2014-11-03

**Authors:** Sudhir P. Singh, Raja Jeet, Jitendra Kumar, Vishnu Shukla, Rakesh Srivastava, Shrikant S. Mantri, Rakesh Tuli

## Abstract

Wheat is one of the most important cereal crops in the world. To identify the candidate genes for mineral accumulation, it is important to examine differential transcriptome between wheat genotypes, with contrasting levels of minerals in grains. A transcriptional comparison of developing grains was carried out between two wheat genotypes- *Triticum aestivum* Cv. WL711 (low grain mineral), and *T. aestivum* L. IITR26 (high grain mineral), using Affymetrix GeneChip Wheat Genome Array. The study identified a total of 580 probe sets as differentially expressed (with *log2* fold change of ≥2 at p≤0.01) between the two genotypes, during grain filling. Transcripts with significant differences in induction or repression between the two genotypes included genes related to metal homeostasis, metal tolerance, lignin and flavonoid biosynthesis, amino acid and protein transport, vacuolar-sorting receptor, aquaporins, and stress responses. Meta-analysis revealed spatial and temporal signatures of a majority of the differentially regulated transcripts.

## Introduction

Micronutrients play an important role in metabolism, such as in the production and functioning of enzymes, hormones and other substances. Therefore, an adequate intake of trace elements is necessary for proper growth and development [1]. Prevalence of mineral deficiency, especially of iron and zinc, has been estimated in more than two billion people worldwide (http://www.unicef.org/). In developing countries, every second pregnant woman and about 40% of preschool children are estimated to be affected by the mineral micronutrient deficiency (http://www.who.int/nutrition/topics/ida/en/). The extent of reliance on staple crop based diet is one of the major reasons for mineral micronutrient malnutrition in human beings, mainly in resource-poor countries [2]. Development of mineral enriched cereal grains through breeding or biotechnological interventions is important for addressing micronutrient insufficiency [3].

Bread wheat (*Triticum aestivum* L.) is a globally important cereal crop, accounting for 20% of the world’s daily food supply [4]. Most high yielding wheat cultivars have low content of grain mineral nutrients [5], [6]. The primitive wheat genotypes constitute a pool of significant variability for grain micronutrients, which can be utilized for breeding and/or genetically engineering wheat cultivars [7]. Landraces, the primitive cultivated genotypes, often exhibit elevated grain mineral concentration and biotic and abiotic stress tolerance [8], [9]. For example, a primitive cultivar, *T. aestivum* L. IITR26 exhibits higher grain mineral concentration than the post-green revolution modern cultivar, *T. aestivum* Cv. WL711 [10], [11], [12]. We have earlier reported a distinct level of mineral distribution in maternal and filial grain tissues of the two wheat genotypes, IITR26 and WL711 [10], [11]. IITR26 is more efficient in accumulating micronutrients (e.g. Fe, Zn and Mn) in grain tissues than WL711. Furthermore, comparatively higher occurrence of nutritionally important minerals was observed in the endosperm of IITR26 grains, than WL711 [10], [11]. Differential expression profiling of genotypes with contrasting characters is an efficient tool for understanding the molecular basis of such phenotypic differences [13]. Therefore, comparative transcriptional profiling in the two wheat genotypes, IITR26 and WL711, during grain development was done in this study.

The three major grain developmental phases in wheat are 6–10 days after anthesis (DAA), 12–21 DAA and 28–42 DAA [14] (http://www.wheatbp.net). During grain filling, mineral nutrients are transported by the maternal tissues to filial grain tissues via endosperm cavity and transfer cells [15], [16]. Grain growth rate has been recorded as the highest during 7^th^ to 28^th^ DAA and lowest during 28 DAA till maturity [17]. The grain developmental stages at, 14 and 28 DAA are major transition phases in wheat grain development with distinctive pattern of transcript abundance [14], [18]. After 28 DAA, the grain starts to desiccate and gradually attains physiological maturity at about 42 DAA [14].

Microarray is a useful technique for accurate and high throughput gene expression analysis, though it is relatively less sensitive in detecting rare transcripts [19], [20]. Microarray technology has been extensively utilized to examine transcriptome related to grain development in wheat [14], [21], [22], [23], [24], [25], [26], [27]. We used Affymetrix GeneChip Wheat Genome Arrays to examine the transcriptome changes in developing grains of two genotypes, IITR26 and WL711, at 14 and 28 DAA. The study identifies several transcripts showing significant differential expression during grain filling, which could be candidate genes for mineral accumulation in grains at a higher level. The data set can be further examined for understanding the regulation of mineral accumulation and sequence polymorphism in the candidate genes.

## Materials and Methods

### Plant material

The two wheat genotypes, a wheat cultivar (*T. aestivum* Cv.WL711) and a landrace (*T. aestivum* L. IITR26), with contrasting levels of minerals in grain tissues [11], were grown in the experimental field of National Agri-Food Biotechnology Institute (NABI), SAS Nagar (Mohali) Punjab, India (310 m above sea level; Latitude 30° 47' North; Longitude 76° 41' East). The ears of each genotype were tagged at anthesis, in three replicates. The spikes were harvested at 14 and 28 DAA, frozen in liquid nitrogen immediately after harvesting and stored at −80°C for RNA extraction.

### Mineral concentration analysis

About 25 seeds of 14 DAA and 28 DAA were lyophilized (VirTis, sentry 2.0, USA) and crushed in a clean mortar - pestle. Approximately 100 mg powder was used for acid digestion in the Microwave Reaction System (Mars 6, CEM Corporation, USA). Mineral concentration was estimated in the digested samples using inductively coupled plasma mass spectrometry (ICP-MS; 7700×AgilentTechnologies, Santa Clara, CA), following standard protocol.

### RNA preparation

For RNA extraction, developing grains were extracted from the first and second floret of spikelet from the middle portion of the ear. Three grains were taken for RNA extraction in each sample. Total RNA was extracted using TRIzol (Invitrozen) and then purified with RNeasy Plant Mini Kit (Qiagen) following the manufacturer’s protocol. On-column DNase (Qiagen) digestion was performed as instructed in the manual. RNA integrity was determined using the RNA 6000 Nano assay bioanalyzer (Agilent).

### Microarray hybridization and data analysis

Double stranded cDNA synthesis, *in vitro* transcription to synthesize biotin labeled aRNA, purification and fragmentation of aRNA, and hybridization of arrays were performed according to Affymetrix technical manual. The Affymetrix GeneChip Wheat Genome Array contains 61,290 probe sets, representing about 25 K unigenes. The hybridized chips were washed, stained and scanned using the GeneChip scanner to generate the CEL files.

The CEL files were imported into GeneSpring GX v12 (Agilent Technologies). Signal intensities were recorded for all the 61,290 probe sets. The data has been deposited at NCBI (http://www.ncbi.nlm.nih.gov), with accession number GSE56032. The signal intensities were normalized by using Robust Multi-array Average (RMA) algorithm [28]. The Principal Component Analysis (PCA) in GeneSpring GX v12 established that the three biological replicates were located close to one another. 

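The correlation between replicate arrays was highest among the 3 WL711 arrays at 14 DAA and lowest among the 3 WL711 arrays at 28 DAA. Over 61179 probe sets, Pearson's r between the replicate arrays was 0.883 to 0.903 in WL711 at 14 DAA and 0.831 to 0.879 in IITR26 at 28 DAA. It was 0.590 to 0.729 in IITR26 at 14 DAA and 0.286 to 0.672 in WL711 at 28 DAA. Arrays of different groups gave r of -0.537 to 0.395. Replicate 1 of WL711 at 28 DAA stood apart from replicates 2 and 3, with r of 0.412 and 0.286, and its r with the 3 IITR26 arrays of the same stage was 0.365 to 0.395. The spread of single genes differed as well. The omega-gliadin probe set, for a seed storage protein, had a log2 value of -7.99 ± 0.34 (SD, n = 3) in WL711 and 0.56 ± 0.14 in IITR26 at 14 DAA, and of -5.40 ± 4.59 and 0.58 ± 0.40 at 28 DAA. The median SD over all probe sets was 0.133 in IITR26 and 0.127 in WL711 at 14 DAA, and 0.177 and 0.162 at 28 DAA. By this SD the groups rank otherwise than by r, with the widest spread in IITR26 at 28 DAA. The log2 values used were relative to each probe set's median over the 12 arrays, so these r are correlations of deviations and cannot be set beside correlations of whole signals.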

The high correlation coefficient was observed among the three replicated samples, indicating less genetic background noise (Figure 1a). To correct the variability in the normalized expression values, the probe sets with coefficient of variation <50% were retained, and the rest were discarded. One-way analysis of variance (ANOVA, p≤0.01) was done with multiple testing correction algorithms using the Benjamini Hochberg approach with false discovery cut off, q ≤0.01. Volcano plot with *t-*test unpaired computation was performed (p≤0.01), and the transcripts showing statistically significant expression difference of two fold (*log2*) or above were selected for further analysis (Figure 1b). A *log2* ratio = 1 indicates a change in the expression of two fold.

**Figure 1:**
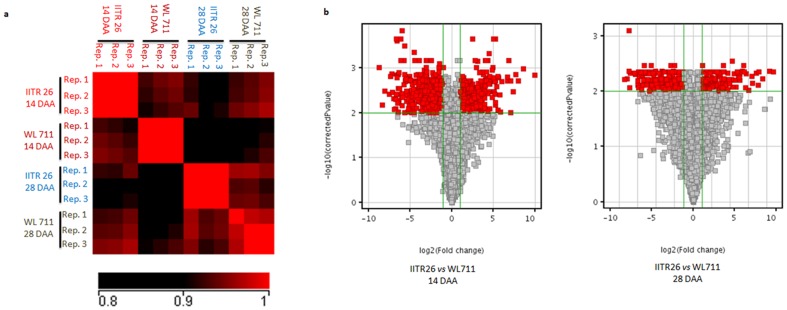
Differentially expressed transcripts at 14 and 28 DAA. (a) Correlation plot represents the pairwise correlation between biological replicates of the samples (b) Volcano plots represents the differentially expressed transcripts, satisfying the criteria of p≤0.01.

### Functional annotation and gene ontology analysis

Functional annotation of the differentially expressed probe sets (with *log2* fold change of ≥2 at 14 and/or 28 DAA) was done by employing HarvEST Assembly: XW Affymetrix Wheat 1 version 1.59 (www.harvest.ucr.edu). Blast2GO annotation of the differentially expressed transcripts was performed for each probe set query sequence to enrich the annotation and to generate the combined graph of biological process. Hierarchical clustered heat map was produced for the differentially expressed transcripts, using MEV (version 4.6.2) [29]. Enrichment of Gene Ontology (GO) terms in significantly differentially expressed genes (≥2 *log2* fold change) was evaluated using AgriGO analysis tool (http://bioinfo.cau.edu.cn/agriGO) with Fisher tests and Bonferroni multiple testing correction (P<0.05) [30].

### In silico analysis of wheat transcripts

The differentially regulated transcripts were categorized by using MapMan software version 3.6.0RC1 (http://mapman.gabipd.org/web/guest/mapman). Spatial and temporal distribution pattern of the differential transcripts was examined at Genevestigator (https://www.genevestigator.com/gv/plant.jsp) using expression data of 1532 samples in *T. aestivum* microarray database of Affymetrix.

### Quantitative real time PCR

Total RNA was extracted from the developing grains (14 DAA) of the two genotypes (IITR26 and WL711), in three biological replicates. First strand cDNA was synthesized by using SuperScript III First Strand Synthesis Kit (Life Technologies). Primers were designed using Primer Express software. Quantitative real time PCR was performed in three biological replicates using SYBR Green (Qiagen, USA) fluorescence dye and analyzed by 7500 Fast Real-Time PCR System (Applied Biosystems). The qRT-PCR was performed using gene specific primers (Table S1 in File S1), and analyzed as described previously [31]. The wheat 18S gene was used as the internal control to normalize the expression data.

## Results and Discussion

### Mineral concentration

The two genotypes, IITR26 and WL711, were analyzed for difference in mineral concentration in developing grains. The concentration of nutritionally important micronutrients, such as iron, zinc and manganese, was found significantly higher in the developing grains of IITR26, as compared to WL711 (Figure 2). This is in agreement with our previous reports which show a comparatively higher level of accumulation of minerals in the grain tissues of IITR26 [10], [11].

**Figure 2:**
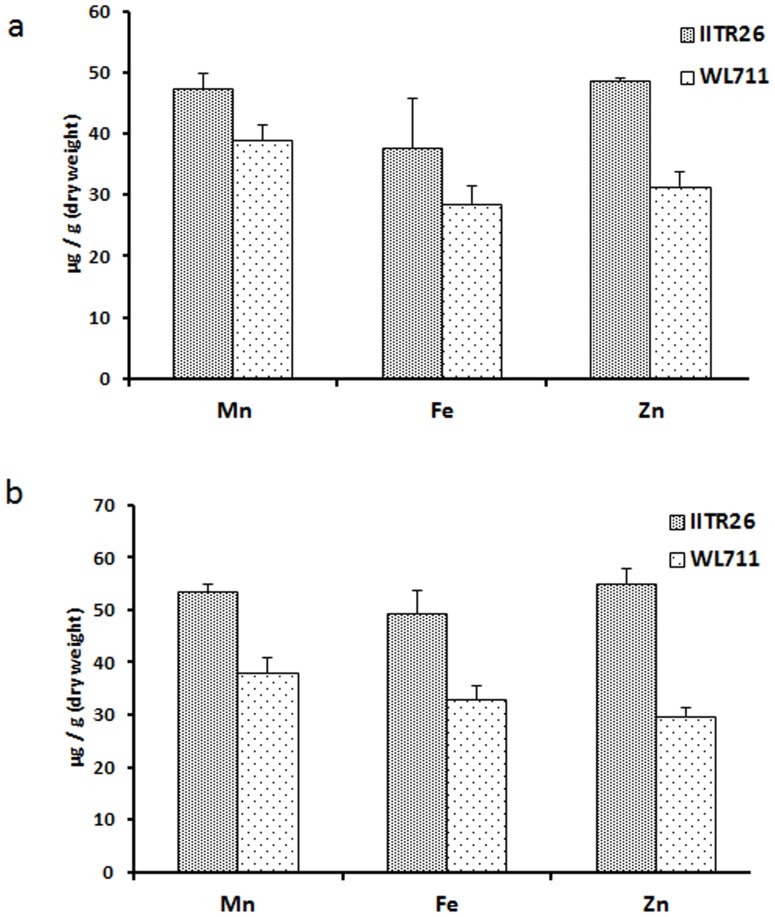
Concentration of micronutrients (Fe, Zn and Mn) in developing grains of IITR26 and WL711 of (a) 14 DAA and (b) 28 DAA.

### Comparative transcriptional profiling and data analysis

Transcriptome analysis of developing grain was compared between two wheat genotypes (IITR26 and WL711). 

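IITR26 is a genotype with a high and WL711 a genotype with a low concentration of minerals in the grain. RNA of developing grains was hybridized to the Affymetrix GeneChip Wheat Genome Array at 14 and 28 DAA, with 3 arrays for each genotype and stage, 12 in all. Each RNA sample came from 3 grains, and the paper calls the 3 samples of a group biological replicates. The authors normalized the signals by RMA in GeneSpring GX, which corrects the background, gives all arrays one distribution and summarizes the probes of a probe set on the log2 scale. In the log2 values used here, the median of each probe set over the 12 arrays was 0, a centring that the methods do not describe. Differences between arrays are therefore available and the brightness of a probe set is not. The medians of the 12 arrays lay between -0.00564 and 0.0100. Log2 fold changes are the mean of the 3 IITR26 arrays minus the mean of the 3 WL711 arrays, so a positive value stands for a higher level in IITR26. For 566 of the 580 probe sets of Table S2 at 14 DAA and 577 at 28 DAA, they equalled the table's log2 fold change within 0.001, which settles their scale and direction. Tests were made with limma on 61179 probe sets, without 111 Affymetrix controls, in one model over the 12 arrays with 8 residual degrees of freedom. Adjusted p-values are after Benjamini and Hochberg. A probe set is called higher or lower at an adjusted p of at most 0.01 and a log2 fold change of at least 2 in either direction, and the interaction tests whether the log2 fold change at 28 DAA differs from that at 14 DAA. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1, and the number of arrays limits the precision. Names of probe sets are the putative functions of Table S2, or else the gene symbols of the platform table, which names 1 gene for 1273 probe sets. Groups of genes were formed by key words set before the data were examined and matched to Table S2. The study chose those probe sets on these arrays, so the direction of a group is not independent evidence, and counts of its members are also given adjusted over the list alone. In what is called a repeated quantile normalization, the log2 values of the 12 arrays were given one distribution. These values are deviations from each probe set's median, with interquartile ranges of 0.228 to 0.400 in the arrays. The step therefore does not repeat that of RMA and can also even out real differences in spread between arrays. It ended 107 of 317 calls of single named probe sets, and not every one of these losses is mentioned below. A call that it ended depends on this step and is not thereby refuted.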

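At 14 DAA, the probe sets higher in IITR26 included a chromatin associated protein, with a log2 fold change of 7.10 (standard error 0.26, adjusted p = 2.7e-08), and pherophorin-C2, a cell wall protein, with 6.69 (standard error 0.24, adjusted p = 2.7e-08). Both were also higher in IITR26 at 28 DAA, by 6.85 and 5.76. Lower in IITR26 at 14 DAA were a cystatin, an inhibitor of cysteine proteases, at a log2 fold change of -7.54 (standard error 0.34, adjusted p = 1e-07), and an extensin, a structural protein of the cell wall, at a log2 fold change of -6.96 (standard error 0.40, adjusted p = 7.7e-07). At 28 DAA, an early nodulin-like protein reached 8.72 (standard error 0.47, adjusted p = 4.5e-07) and a late embryogenesis abundant protein of group 1, which protects drying seeds, 7.05 (standard error 0.34, adjusted p = 1.6e-07). An SR protein, a factor of RNA splicing, was lower in IITR26 at both stages, at log2 fold changes of -6.47 at 14 DAA and -6.99 at 28 DAA. Lower at 28 DAA were the transfer cell protein PR9, of the cells that load nutrients into the endosperm, at a log2 fold change of -7.16 (standard error 0.26, adjusted p = 3.4e-08), and an egg apparatus protein, at a log2 fold change of -6.38 (adjusted p = 1.1e-07). In all, 836 probe sets were called at 14 DAA, 364 higher and 472 lower in IITR26, and 838 at 28 DAA, 346 higher and 492 lower. Of the 1484 called at either stage, 190 were called at both, 75 of them higher and 103 lower at both stages, where independent lists would share 2.1 and 3.8. Without WL711 28 DAA replicate 1, the number called at both stages was 331. By the methods' t-test with the same adjustment, 219 probe sets were called at 14 DAA and 1 at 28 DAA, where 847 had an unadjusted p under 0.05 and passed the fold threshold.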

A total of 433 and 315 probe sets (with *log2* fold change of ≥2 at p≤0.01) were identified as differentially expressed between IITR26 *vs* WL711 on 14 and 28 DAA, respectively (Figure 3a). Putative gene function was assigned to each probe set (Table S2 in File S1) using public databases as mentioned in materials and methods. 

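Table S2 gives no function for 149 of its probe sets. Of these, 37 were called higher and 76 lower in IITR26 at 14 DAA, and 40 higher and 39 lower at 28 DAA. At either stage 147 were called and at both stages 45. Without WL711 28 DAA replicate 1, the number called at both stages was 69. After a repeated quantile normalization, 49 instead of 76 were lower at 14 DAA.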

A total of 149 differentially regulated probe sets could not be assigned to any function, out of them 56 were common between 14 and 28 DAA. Among these, the GO enrichment patterns show disproportionately represented transcripts of genes involved in the biological process of response to stress, polysaccharide metabolism, multi-organism processes, and the biological function of nutrient reservoir and hydrolase activities in IITR26 developing grains (Table 1). 

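Among the storage proteins, the nutrient reserve of the endosperm, 3 of the 4 gliadin and glutenin probe sets of Table S2 were higher in IITR26 at 14 DAA and 1 was lower (the same when adjusted over the list alone). With probe sets open to cross-hybridization left out, 1 instead of 3 was called higher, and of 19 storage protein probe sets chosen by gene name, 2 were higher and 1 was lower, at a median of -0.01 (0 higher and 2 lower after a repeated quantile normalization, by limma). Omega-gliadin had a log2 fold change of 8.56 (standard error 1.58, adjusted p = 0.0041), alpha-gliadin one of 2.88 (standard error 0.35, adjusted p = 0.00026) and gamma-gliadin one of 5.25 (adjusted p = 0.00035). The avenin-like storage protein was lower in IITR26 at both stages, at log2 fold changes of -3.58 at 14 DAA and -4.20 at 28 DAA. Of the 74 probe sets that Table S2 assigns to biotic stress, 29 were higher, 27 lower and 18 neither at 14 DAA, and 14 were higher and 16 lower at 28 DAA. Of the 21 assigned to abiotic stress, 9 were higher and 6 lower at 14 DAA, and 7 were higher and 2 lower at 28 DAA. Leaving out any 1 array of 14 DAA ended the call of omega-gliadin, whose standard error also draws on the spread at 28 DAA. In a fit of the 6 arrays of 14 DAA alone its call held. A repeated quantile normalization ended the call of gamma-gliadin. With it, 11 biotic stress probe sets were lower at 14 DAA and 9 higher at 28 DAA, and 4 of the abiotic stress probe sets were higher at 28 DAA, or 3 with probe sets open to cross-hybridization left out. The GO enrichment itself was not analysed here, since no GO terms were used.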

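Of 20 probe sets for histones and DNA replication in Table S2, 17 were lower and 1 was higher in IITR26 at 28 DAA (17 and 2 adjusted over the list alone), against 5 lower and 2 higher at 14 DAA (1 higher without any 1 array of 14 DAA or of IITR26 at 28 DAA, with the replicate block or after a repeated quantile normalization). Histone H4 was lower at a log2 fold change of -6.04 (standard error 0.28, adjusted p = 1.2e-07) at 28 DAA and the replication licensing factor MCM2, part of the helicase that opens DNA, at a log2 fold change of -3.22 (standard error 0.14, adjusted p = 1.1e-07). For both, the difference at 14 DAA was smaller, with interactions of -5.67 (adjusted p = 9.8e-06) and -2.83 (adjusted p = 1.3e-05). PCNA, the sliding clamp of DNA polymerase, was lower at both stages, at log2 fold changes of -3.69 and -3.72. Of 7 cell cycle probe sets, 6 were lower at 28 DAA (6 adjusted over the list alone), and 2 after a repeated quantile normalization. Table S2 holds only 2 starch synthesis probe sets, singled out after their values were seen. The large subunit of glucose-1-phosphate adenylyltransferase, which makes the precursor of starch, was lower at a log2 fold change of -2.72 (standard error 0.18, adjusted p = 1.9e-06) at 28 DAA and isoamylase, a debranching enzyme, at a log2 fold change of -2.42 (adjusted p = 1.6e-06). The 12 probe sets of protease and amylase inhibitors went both ways, with 5 higher and 5 lower at 14 DAA and 1 higher and 2 lower at 28 DAA (the same adjusted over the list alone). With probe sets open to cross-hybridization left out, 2 of them were higher at 14 DAA, and after a repeated quantile normalization 1 was lower at 28 DAA. A further cystatin was lower at a log2 fold change of -4.66 (adjusted p = 4.2e-07) at 28 DAA. Without probe sets open to cross-hybridization, 10 histone and replication probe sets were called lower at 28 DAA, and without WL711 28 DAA replicate 1, 2 were called higher.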

In the developing grains of WL711, the GO biological processes- lipid transport, DNA replication, DNA metabolic process, starch metabolic process, and the functions- lipid binding, enzyme regulation, hydrolase and peptidase inhibitor activities were over-represented (Table 2). The functionally annotated transcripts were categorized into 15 bins by using MapMan software (Figure 3b) to understand global changes in developing grains of the two contrasting genotypes. 

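In most bins, more probe sets were lower than higher in IITR26 at 14 DAA. Of the 16 probe sets for hormones, 11 were lower and 4 higher. The number lower was 16 of 37 for transport, 11 of 21 for transcription regulation and 22 of 49 for enzymes. For cell organisation, 28 of 52 were lower and 12 higher, and for regulation 25 of 44 were lower and 12 higher. At 28 DAA, 14 of the 22 probe sets for DNA synthesis were lower, and 8 with probe sets open to cross-hybridization left out. Within transcription regulation, 5 of 6 MYB factors, which bind DNA and switch genes on or off, were lower at 14 DAA (5 adjusted over the list alone), the 2 largest differences being -6.74 (standard error 0.47, adjusted p = 3.2e-06) and -6.54 (adjusted p = 8.8e-07). With the methods' variation filter, which leaves fewer members to test, 3 MYB factors were lower at 14 DAA. Within cell organisation, 7 of 9 photosynthesis probe sets were lower at 14 DAA (7 adjusted over the list alone). Of 36 photosynthesis probe sets chosen by gene name and not by Table S2, 0 were called by limma at 14 DAA, with 2 higher and 12 lower at an unadjusted p under 0.05 and a median of -0.13. The light-harvesting chlorophyll a/b-binding protein of photosystem II was lower at a log2 fold change of -5.12 (standard error 0.38, adjusted p = 5.6e-06) at 14 DAA and not at 28 DAA, with an interaction of 4.87 (adjusted p = 0.00021). With a repeated quantile normalization, the numbers lower at 14 DAA were 6 for hormones, 10 for transport, 16 for cell organisation and 2 for photosynthesis, and with probe sets open to cross-hybridization left out, 7 for hormones, 4 for transport and 18 for cell organisation. The number higher at 14 DAA was 7 for cell organisation with these left out, and 2 for hormones after the quantile normalization.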

Hierarchically clustered heat maps were produced for the 580 differentially expressed transcripts (Figure S1 in File S1). 

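Many of these genes differed between the genotypes at 1 stage alone. Of 28 probe sets for cell wall proteins and expansins, 21 were lower and 4 higher in IITR26 at 14 DAA (the same adjusted over the list alone), and 8 lower at 28 DAA (9 adjusted over the list alone). Pherophorin, a cell wall protein, was lower at a log2 fold change of -5.38 (standard error 0.22, adjusted p = 5.6e-08) at 14 DAA, with an interaction of 5.23 (adjusted p = 5.2e-06). Beta-expansin, which loosens the walls of growing cells, was higher in IITR26 at 14 DAA by 2.94 (standard error 0.36, adjusted p = 0.00026) and lower at 28 DAA at a log2 fold change of -5.92 (standard error 0.36, adjusted p = 1e-06). The ice recrystallization inhibition protein likewise went from 4.56 to -2.59. Of the 580 probe sets of Table S2, 567 were called at 14 or 28 DAA and 13 at neither. Of all probe sets, 646 were called at 14 DAA alone and 648 at 28 DAA alone, of which 334 and 367 were also called for the interaction, by its adjusted p and a change of at least 2. Across the 61179 probe sets, which are not independent replicates, the log2 fold changes at 14 and 28 DAA had a Pearson's r of 0.356 and a Spearman's rho of 0.181. With a repeated quantile normalization, 12 cell wall probe sets were lower at 14 DAA and 4 at 28 DAA, and with probe sets open to cross-hybridization left out, 12 and 5, with 1 instead of 4 higher at 14 DAA.

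**Figure D1:**
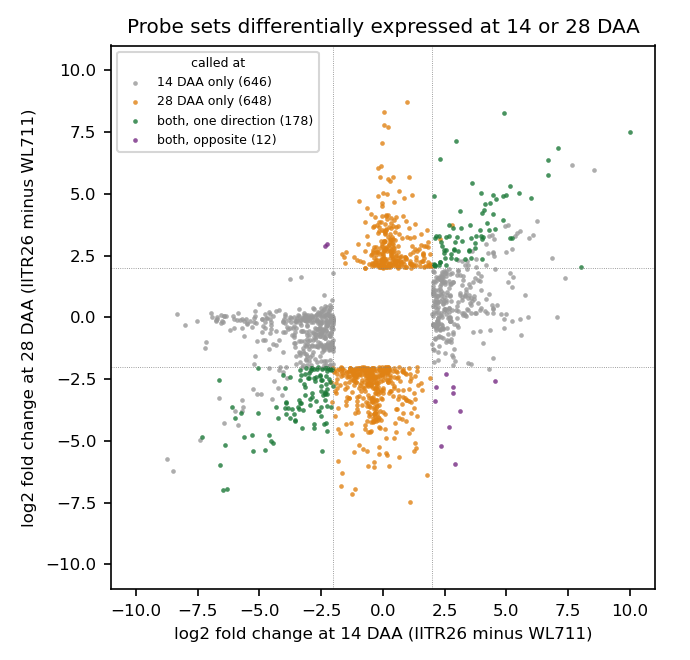
Log2 fold change (IITR26 minus WL711) at 14 DAA on the horizontal and at 28 DAA on the vertical axis for the 1484 probe sets called at either stage, 1 point each, with dotted lines at 2 and -2. Probe sets called at 14 DAA alone (646) and 28 DAA alone (648) spread along the axes, 75 were called higher and 103 lower in IITR26 at both stages, and 12 in opposite directions.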

Meta-analysis indicated spatial and temporal distribution of the differentially regulated probe sets, assigned to putative locations of 22 anatomical plant parts based on their expression potential in the previously reported 1532 *T. aestivum* microarray (Affymetrix) experiments listed in Genevestigator (https://www.genevestigator.com). Several transcripts were identified showing predominant expression in grain tissues, as compared to other plant organs (Figures 4, S2 in File S1).

**Figure 3:**
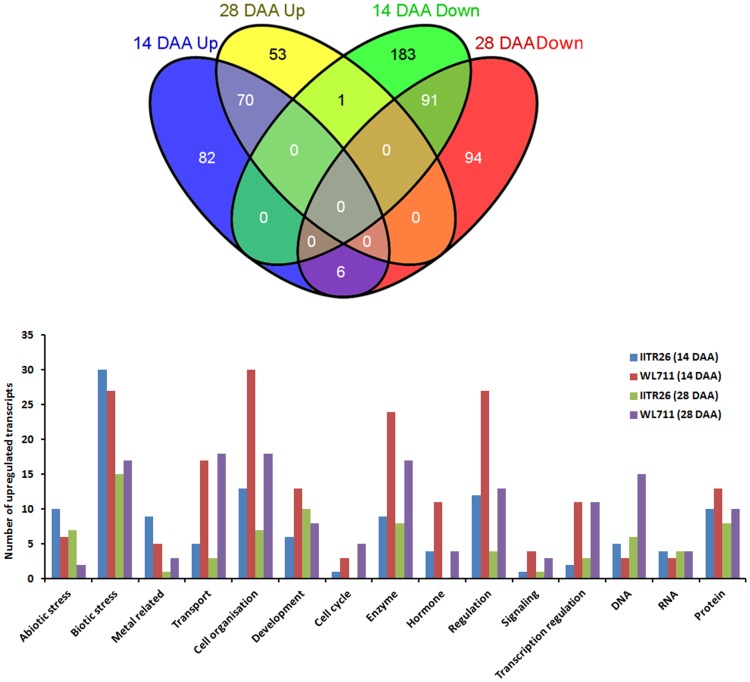
Differentially expressed transcripts with ≥2 *log2* fold change expression difference at p≤0.01, between IITR26 *vs.* WL711. (a) Venn diagram shows the total number of the differentially expressed transcripts and overlap at 14 and 28 DAA (b) Differentially regulated transcripts in biological and functional MapMan BINs.

**Figure 4:**
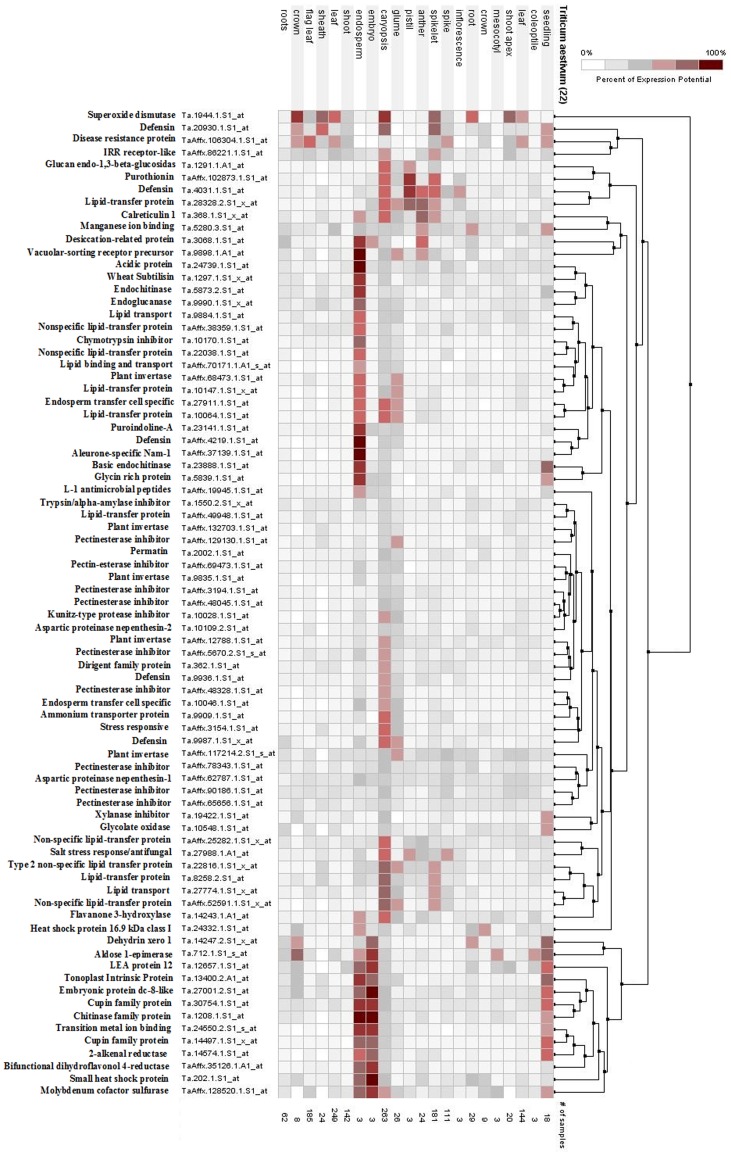
A heat-map of 170 transcripts listed in tables 3 and 4. The heat map shows the expression potential of the probe sets in 22 anatomical plant parts (Seedling, coleoptiles, leaf, shoot apex, mesocotyl, crown, root, inflorescence, spike, spikelet, anther, pistil, glume, caryopsis, embryo, endosperm, shoot, leaf, sheath, flag leaf, crown, roots), based on the previously reported 1532 experiments listed in Genevestigator (https://www.genevestigator.com). In the heat map, ‘Crown’ and ‘Root’ labeled at 6^th^ and 7^th^ column, respectively, represent the organs of seedlings.

**Table 1:** Enrichment of GO terms in 282 genes up-regulated (≥2 *log2* fold) in developing grains of IITR26 during 14 and/or 28 DAA.

GO term	Ontology	Description	Contingency	P-value
GO:0044036	P	Cell wall macromolecule metabolic process	5, 85, 110, 34562	1.30E-05
GO:0051704	P	Multi-organism process	5, 366, 110, 34281	0.008
GO:0006950	P	Response to stress	12, 1726, 103, 34647	0.013
GO:0005976	P	Polysaccharide metabolic process	5, 455, 110, 34192	0.019
GO:0045735	F	Nutrient reservoir activity	5, 202, 110, 34445	0.00064
GO:0016798	F	Hydrolase activity, acting on glycosyl bonds	7, 430, 108, 34217	0.00065
GO:0004553	F	Hydrolase activity, hydrolyzing O-glycosyl compounds	5, 386, 110, 34261	0.0098

Key: P, biological process; F, molecular function.

Contingency denotes the number of genes in input list from the GO term, the number of genes on microarray from the GO term, the number of genes from input list not from the GO term, and number of genes on microarray not from the GO term.

**Table 2:** Enrichment of GO terms in 466 genes up-regulated (≥2 *log2* fold) in developing grains of WL711 during 14 and/or 28 DAA.

GO term	Ontology	Description	Contingency	P-value
GO:0006869	P	Lipid transport	5, 113, 210, 34534	0.00085
GO:0006260	P	DNA replication	6, 220, 209, 34427	0.0029
GO:0006259	P	DNA metabolic process	10, 625, 205, 34022	0.0064
GO:0009791	P	Post-embryonic development	6, 259, 209, 34388	0.0062
GO:0006073	P	Glucan/oligosaccharide/starch metabolic process	7, 352, 208, 34295	0.0072
GO:0030234	F	Enzyme regulator activity	8, 270, 207, 34377	0.00035
GO:0004553	F	Hydrolase activity, hydrolyzing O-glycosyl compounds	9, 386, 206, 34261	0.00083
GO:0004866	F	Endo-peptidase inhibitor activity	5, 121, 210, 34526	0.0011
GO:0008289	F	Lipid binding	6, 278, 209, 34369	0.0086

Contingency and key as described in Table 1.

### Candidate genes involved in the transport and accumulation of minerals and other solutes

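Transporters of nitrogen and carbon were among the probe sets of Table 3 lower in IITR26 at 28 DAA. The ammonium transporter was lower at a log2 fold change of -3.44 (standard error 0.47, adjusted p = 0.00039), an aluminum-activated malate transporter at a log2 fold change of -2.90 (standard error 0.25, adjusted p = 1.7e-05), and a phosphoenolpyruvate/phosphate translocator, of the plastid envelope, at a log2 fold change of -2.73 (adjusted p = 2.5e-05). Of the 52 probe sets of Table 3, 12 were called higher in IITR26, 21 lower and 19 neither at 14 DAA, and 4 higher, 22 lower and 26 neither at 28 DAA. Of the 14 that Table S2 assigns to metals, 7 were higher and 4 lower at 14 DAA, and 1 was higher and 3 lower at 28 DAA. With a repeated quantile normalization, 3 metal probe sets were higher and 1 lower at 14 DAA, and the call of the ammonium transporter ended, as it did in a fit of the 6 arrays of 28 DAA alone and by the methods' t-test without adjustment.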

Transcripts related to metal homeostasis showed differential expression levels in the developing grains of the two genotypes, IITR26 and WL711 (Table 3). 

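Metallothionein, a cysteine-rich protein that binds metal ions, was higher in IITR26 at both stages. Its log2 value relative to the median of the 12 arrays was 1.5 ± 0.09 (SD, n = 3) in IITR26 and -2.06 ± 0.37 (SD, n = 3) in WL711 at 14 DAA, and 1.10 ± 0.10 and -1.29 ± 0.26 at 28 DAA. The log2 fold change was 3.56 (standard error 0.18, adjusted p = 2.3e-07) at 14 DAA, a ratio of 11.8, and 2.39 (standard error 0.18, adjusted p = 4.8e-06) at 28 DAA, a ratio of 5.23. The interaction was -1.18 (adjusted p = 0.011). The probe set carries the suffix of probes shared between transcripts, so other metallothionein copies could not be told from this one.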

Metallothionein (MT) was up-regulated in IITR26 developing grains as compared to WL711. MT is a cystein rich protein having the capacity to bind with metals through its thiol group. It plays an essential role in metal ion homeostasis, transport and storage in the cell [32], [33], [34]. In the seed, its abundance has been reported in aleurone and embryo [35], whereas endosperm shows comparatively less expression. This coincides with aleurone and embryo being hot spots for mineral localization [10]. Elevated transcription of Manganese ion and Transition metal ion binding proteins was observed in IITR26, mainly during 14 DAA (Table 3). 

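The manganese ion binding protein had a log2 fold change of 1.77 (standard error 0.14, adjusted p = 8.5e-06) at 14 DAA and 0.14 (adjusted p = 0.6) at 28 DAA. For the transition metal ion binding protein, the values were 1.98 (standard error 0.14, adjusted p = 3.2e-06) and -0.52 (adjusted p = 0.022). Both were past the adjusted p at 14 DAA but under the log2 fold change of 2, so neither was called. For them the paper gives 2.01 and 2.18 at 14 DAA, which are not the values of the deposited data. Both fell relative to WL711 from 14 to 28 DAA, with interactions of -1.63 (adjusted p = 0.00036) and -2.50 (adjusted p = 2.1e-05). The transition metal ion binding protein was called without IITR26 14 DAA replicate 1 and without WL711 14 DAA replicate 2 or 3.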

Transition metal binding protein, an orthologue of Farnesylated protein 3, is involved in executing metal ion homeostasis and, biotic and abiotic stress tolerance [34]. Its expression has been recorded mostly in seed tissues (Figure 4).

**Table 3:** Differentially expressed transcripts involved in the transport and accumulation of minerals and other solute.

Probesets	Putative gene function	*Log2* Fold change (IITR26 *vs* WL711)		Corrected p-value
		14 DAA	28 DAA	
Ta.5280.3.S1_at	Manganese ion binding	2.01	0.14	1.65E-04
Ta.24550.2.S1_s_at	Transition metal ion binding	2.18	−0.52	2.20E-05
Ta.28347.1.S1_s_at	Metallothionein	3.56	2.39	1.86E-05
Ta.12657.1.S1_at	LEA protein 12	3.96	1.10	1.33E-05
Ta.6822.1.S1_at	Cinnamoyl-CoA reductase	2.54	0.60	4.83E-06
TaAffx.35126.1.A1_at	Bifunctional dihydroflavonol 4-reductase flavanone 4-reductase	3.71	0.73	1.30E-05
Ta.8881.1.S1_at	Dihydroflavonol-4-reductase	2.12	−0.29	1.57E-04
Ta.14243.1.A1_at	Flavanone 3-hydroxylase	2.35	−2.20	2.11E-04
TaAffx.37139.1.S1_at	Aleurone-specific Nam-1	2.00	0.15	1.10E-04
Ta.10548.1.S1_at	Glycolate oxidase	−3.13	−3.16	7.35E-05
Ta.368.1.S1_x_at	Calreticulin 1	−2.08	−0.99	6.33E-05
Ta.28543.1.A1_at	Protein phosphatase type 2c	−2.13	−1.92	4.75E-05
Ta.3862.1.S1_at	Probable protein phosphatase	−5.25	−1.13	6.69E-06
Ta.771.1.S1_at	Nicotianamine sythase 3	−0.19	−2.49	3.94E-05
Ta.556.2.A1_at	GDSL-like lipase/acylhydrolase	−7.16	−2.09	6.46E-06
Ta.8258.2.S1_at	Lipid-transfer protein (LTP) precursor	−5.09	−0.98	6.46E-06
Ta.28328.2.S1_x_at	Lipid-transfer protein (LTP) precursor	−4.89	−0.58	2.84E-05
Ta.27774.1.S1_x_at	Lipid transport	−3.71	−0.19	1.33E-05
Ta.9603.1.S1_s_at	Aquaporin NIP1	−3.37	−1.82	4.53E-05
Ta.1345.3.S1_x_at	Lipid-transfer protein (LTP) precursor	−3.21	−0.02	3.17E-05
Ta.9909.1.S1_at	Ammonium transporter protein	−2.05	−3.44	1.97E-04
Ta.11519.1.A1_at	Lipid transport	−3.21	−0.98	0.00128
Ta.22816.1.S1_x_at	Type 2 non-specific lipid transfer protein	−3.13	−2.07	4.83E-06
TaAffx.25282.1.S1_x_at	Non-specific lipid-transfer protein	−2.91	0.11	2.49E-05
Ta.7436.2.S1_at	Lipid-transfer protein (LTP) precursor	−2.86	−1.12	1.08E-04
Ta.10201.1.S1_x_at	Lipid-transfer protein (LTP) precursor	−2.84	−0.58	2.13E-05
TaAffx.70171.1.A1_s_at	Lipid binding and transport	−1.15	−6.94	3.11E-05
Ta.9884.1.S1_at	Lipid transport	−1.71	−6.81	6.77E-06
Ta.10147.1.S1_x_at	Lipid-transfer protein LTPL31	0.23	−6.00	1.93E-05
TaAffx.38359.1.S1_at	Nonspecific lipid-transfer protein	0.65	−5.64	6.01E-06
Ta.3605.2.S1_a_at	Lipid-transfer protein LTPL39	1.28	−5.43	1.05E-05
Ta.22038.1.S1_at	Nonspecific lipid-transfer protein	1.35	−5.28	1.33E-05
Ta.8141.3.S1_a_at	Lipid-transfer protein LTPL42	−0.41	−4.09	1.06E-04
Ta.14034.1.A1_at	Lipid-transfer protein LTPL128	1.06	−3.38	7.95E-05
Ta.23917.3.S1_x_at	Non-specific lipid-transfer protein	−2.95	−3.30	7.48E-05
Ta.13168.1.S1_a_at	Lipid-transfer protein LTPL38	−0.81	−3.27	1.87E-04
Ta.30659.1.S1_at	Aluminum-activated malate transporter	−1.52	−2.90	3.00E-04
Ta.25314.1.A1_s_at	Phosphoenolpyruvate phosphate translocator	−1.74	−2.73	3.89E-04
Ta.28055.2.S1_at	Lipid transport, lipid binding	−0.56	−2.47	4.83E-06
Ta.25583.1.S1_at	Lipid-transfer protein precursor	−1.07	−2.39	9.06E-06
Ta.10064.1.S1_at	Lipid-transfer protein precursor	−0.04	−2.13	4.88E-05
TaAffx.49948.1.S1_at	Lipid-transfer protein precursor	−2.44	−1.19	3.12E-05
Ta.28067.1.S1_x_at	Nonspecific lipid-transfer protein	−2.35	−3.10	4.64E-04
TaAffx.52591.1.S1_x_at	Non-specific lipid-transfer protein	−2.23	−0.24	2.13E-04
TaAffx.97181.1.S1_s_at	Lipid-transfer protein precursor	−2.06	−0.01	6.75E-04
Ta.13400.2.A1_at	Tonoplast Intrinsic Protein (TIP3)	2.98	0.30	1.08E-04
Ta.2895.1.S1_x_at	Plasma membrane intrinsic protein (PIP1)	3.41	1.97	0.01438
Ta.9898.1.A1_at	Vacuolar-sorting receptor precursor	5.21	3.20	1.20E-05
Ta.27916.1.A1_x_at	Transmembrane amino acid transporter	−3.41	0.34	1.23E-04
TaAffx.128497.1.S1_at	Amino acid transporter	0.56	2.28	4.31E-05
TaAffx.22704.1.S1_at	Amino acid transporter	2.68	0.39	0.0105
Ta.29726.2.A1_at	Protein transport protein (SecE/Sec61)	5.51	5.04	5.04E-06

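NAM-1, a NAC transcription factor that regulates senescence and the movement of nutrients into the grain, was higher in IITR26 at 14 DAA with a log2 fold change of 2.00 (standard error 0.22, adjusted p = 0.00011). At 28 DAA the log2 fold change was 0.15 (adjusted p = 0.72), and the interaction was -1.85 (adjusted p = 0.0028). Its log2 value rose from 14 to 28 DAA in WL711 by 2.99 (adjusted p = 1.9e-06). The value at 14 DAA lies at the threshold of 2, and the call ended after a repeated quantile normalization, after aligning the medians of the arrays, and without IITR26 14 DAA replicate 3 or WL711 14 DAA replicate 1 or 2.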

A transcript of the NAM-1 gene was found up-regulated in developing grains of IITR26 during grain filling. RNAi mediated suppression of NAM in wheat resulted in lower grain mineral and protein concentrations [36], [37]. Further, expression of the probe set was found limited to endosperm in meta-analysis (Figure 4). Seed specific NAM-1 could be one of the candidate genes which play role in mineral accumulation in wheat, during grain filling.

Late embryogenesis abundant (LEA) proteins play crucial role in conferring tolerance to metal stress [38], [39]. LEA proteins are suggested to be involved also in sequestering divalent metals, and micronutrient trafficking in phloem tissues [40], [41]. Enhanced expression of LEA-12 could facilitate higher level of mineral accumulation in the grains of IITR26.

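LEA-12, a late embryogenesis abundant protein, was higher in IITR26 at 14 DAA by a log2 fold change of 3.96 (standard error 0.28, adjusted p = 4.6e-06), a ratio of 15.5. At 28 DAA the difference was 1.10 (adjusted p = 0.019), and the interaction was -2.85 (adjusted p = 0.0011). Between the stages LEA-12 rose by 3.51 on the log2 scale in IITR26 and by 6.36 in WL711. Of the 7 late embryogenesis and dehydrin probe sets of Table S2, 4 were higher and 1 lower at 14 DAA, and 3 higher and 1 lower at 28 DAA (the same adjusted over the list alone). A probe set for the embryonic protein DC-8 was higher at both stages, by 3.21 and 3.10. Another, named DC-8-like, was called higher at 14 DAA alone, by 2.46. A late embryogenesis abundant group 1 protein was lower at both, at log2 fold changes of -3.74 and -4.07. After a repeated quantile normalization, 1 probe set of this list was called higher at 14 DAA. It was neither of the DC-8 probe sets. The call of the one at 3.21 also ended in a fit of the 6 arrays of 14 DAA alone.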

Elevated expression of lignin biosynthesis related genes have been observed, mainly during metal stress, in metal hyper-accumulator plants [42]. The up-regulated Cinnamoyl CoA reductase gene, an enzyme of the lignin branch biosynthetic pathway, presumably provides metal tolerance in developing grains of IITR26. 

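Cinnamoyl CoA reductase, which commits phenylpropanoids to lignin, had a log2 fold change of 2.54 (standard error 0.15, adjusted p = 8.6e-07) at 14 DAA and 0.60 (adjusted p = 0.016) at 28 DAA. The interaction was -1.94 (adjusted p = 0.0002), so the excess in IITR26 belonged mainly to 14 DAA. The arrays of IITR26 at 14 DAA (mean -1.04 ± 0.34, SD) differed from those of WL711 (mean -3.58 ± 0.12, SD) by more than the spread of either genotype. A repeated quantile normalization ended the call.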

Up-regulation of Flavonoid biosynthetic pathways genes has been notified under metal and biotic stresses [43]. Flavonoids, such as quercetin, have capacity of chelation of transitional metals [44]. Flavanone 3-hydroxylase has sites for putative iron binding [45]. Genevestigator analysis revealed the expression of Flavanone 3-hydroxylase and Dihydroflavonol-4-reductase genes largely in seed tissue (Figure 4). Their up-regulation, during early grain filling stage in IITR26, could be helpful in favorably accumulating more transition metals [46].

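Dihydroflavonol 4-reductase, a late enzyme of flavonoid synthesis, was higher in IITR26 at 14 DAA with a log2 fold change of 3.71 (standard error 0.26, adjusted p = 3.7e-06), and a further probe set for it with 2.12 (standard error 0.18, adjusted p = 1.5e-05). Neither was called at 28 DAA, at 0.73 and -0.29, with interactions of -2.98 (adjusted p = 0.00046) and -2.41 (adjusted p = 0.00014). Flavanone 3-hydroxylase, an earlier enzyme of the pathway, was higher at 14 DAA by 2.35 (standard error 0.40, adjusted p = 0.0027) and lower at 28 DAA at a log2 fold change of -5.20 (standard error 0.40, adjusted p = 6.8e-06), an interaction of -7.55 (adjusted p = 1.8e-05). For 28 DAA the paper gives -2.20, unlike the deposited value. With cinnamoyl CoA reductase, 4 of the 4 flavonoid and lignin probe sets were called higher at 14 DAA (4 adjusted over the list alone), and 1 after a repeated quantile normalization. The call of flavanone 3-hydroxylase at 14 DAA ended without IITR26 14 DAA replicate 1 or 3 and without WL711 14 DAA replicate 1 or 2. From the higher levels of flavanone 3-hydroxylase and dihydroflavonol 4-reductase early in grain filling, the paper proposes that they could help IITR26 to accumulate transition metals.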

In WL711 developing grains, transcripts for Protein phosphatase 2c-PP2c were significantly up-regulated (Table 3). 

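A PP2c, a phosphatase that turns off stress kinases, was lower in IITR26 at 14 DAA with a log2 fold change of -2.13 (standard error 0.23, adjusted p = 0.00011), and at 28 DAA it stood at -1.92 (adjusted p = 0.00017), short of the fold threshold. Another probe set, named a probable protein phosphatase, was lower at 14 DAA at a log2 fold change of -2.39 (standard error 0.14, adjusted p = 7.7e-07) and stood at -1.13 (adjusted p = 0.00019) at 28 DAA. For this probable phosphatase the paper gives -5.25 at 14 DAA, unlike the deposited value. The means in WL711 at 14 DAA were 2.37 ± 0.15 and 2.62 ± 0.16 (SD, n = 3), against 0.24 ± 0.23 and 0.22 ± 0.09 in IITR26. Neither remained called at 14 DAA after a repeated quantile normalization.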

PP2c is involved in the regulation of cation transporters and membrane polarization, influencing ion homeostasis in plant cells during stress and during phloem transport [47], [48]. 

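Calreticulin-1, a calcium-binding chaperone of the endoplasmic reticulum, had a log2 fold change of -2.08 (standard error 0.25, adjusted p = 0.00023) at 14 DAA, lower in IITR26. At 28 DAA it was -0.99 (adjusted p = 0.016), and the interaction was 1.08 (adjusted p = 0.074). A repeated quantile normalization, or leaving out IITR26 14 DAA replicate 3 or WL711 14 DAA replicate 2, ended the call. The probe set is of a type open to cross-hybridization.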

The Calreticulin-1 gene was up-regulated in WL711 developing grains, and its presence has been found mostly in seed tissues (Figure 4). It codes for multifunctional protein that binds Ca ions (as a second messenger) with low affinity, but high capacity, and its role has been demonstrated in drought and metal stress tolerance [49]. 

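Glycolate oxidase, a peroxisomal enzyme of photorespiration, was lower in IITR26 by nearly the same amount at both stages. Its log2 fold change was -3.14 (standard error 0.24, adjusted p = 8.5e-06) at 14 DAA and -3.16 (standard error 0.24, adjusted p = 6.5e-06) at 28 DAA, and the interaction was -0.02 (adjusted p = 0.98). In WL711 the log2 value was 1.80 ± 0.61 (SD, n = 3) at 14 DAA and 1.93 ± 0.18 at 28 DAA, and in IITR26 it was -1.33 ± 0.22 and -1.23 ± 0.11.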

A probe set representing Glycolate oxidase gene, an important player in oxalate biosynthesis, was significantly up-regulated in the developing seeds of WL711 (Table 3). Oxylate has been notified to play important role in calcium regulation and metal detoxification, and its access reduces calcium bioavailability [50]. Nicotianamine (NA) is a metal chelator. NA is synthesized by trimerization of three molecules of S-adenosyl-Lmethionine by nicotianamine synthase (NAS). The role of NAS-3 has been reported in mineral homeostasis in developing organs in maize [51]. Induced expression of NAS3 has been recorded during excessive mineral, while expression is down regulated under mineral deficient condition [52]. 

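Nicotianamine synthase 3 (NAS-3) makes nicotianamine, a chelator that carries iron and zinc in the plant. It did not differ detectably between the genotypes at 14 DAA, with a log2 fold change of -0.19 (adjusted p = 0.57). At 28 DAA it was lower in IITR26, with -2.49 (standard error 0.16, adjusted p = 1.9e-06), and the interaction was -2.30 (adjusted p = 0.00011). Its change in log2 value from 14 to 28 DAA was -2.53 in IITR26 (adjusted p = 6.9e-07) and -0.23 in WL711 (adjusted p = 0.37). The call at 28 DAA ended after a repeated quantile normalization.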

The up-regulation of NAS-3, at later grain filling stage (Table 3), could be indicative of mineral sufficiency within the grain of WL711, as compared to IITR26.

In wheat, aleurone is a single cell layer storage tissue which accumulates minerals, phytic acid and proteins in globoids or protein storage vacuoles (PSV), within the cell [53]. High resolution X-ray micrograph of aleurone cell revealed the well defined edges of globoids, surrounded by a membrane, tonoplast [54]. Aquaporins, localized in the tonoplast of PSVs [55], [56], facilitate transmembrane transport of water and solutes, and provide cellular adaptation to metal stress by water homeostasis [57], [58]. About three fold increased expression of aquaporin- Tonoplast intrinsic protein (TIP-3) was recorded in IITR26 developing grains (Table 3). 

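TIP-3, a water channel of the membrane of storage vacuoles, had a log2 fold change of 2.98 (standard error 0.25, adjusted p = 1.5e-05) at 14 DAA, a ratio of 7.89. At 28 DAA the log2 fold change was 0.30 (adjusted p = 0.5), and the interaction was -2.68 (adjusted p = 0.00068). In WL711 its log2 value went from -3.22 ± 0.40 (SD, n = 3) at 14 DAA to 0.16 ± 0.28 at 28 DAA, and in IITR26 from -0.24 ± 0.45 to 0.46 ± 0.20.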

Meta-analysis showed its abundance in seed tissues as compared to other organs (Figure 4). Some other aquaporins, Plasma membrane intrinsic protein (PIP-1) and Nodulin 26-like intrinsic protein (NIP-1), play an important role in osmo-adaptation and homeostosis of cells to facilitate transport of water and phloem derived nutrients to grain tissues [59], [60]. However, NIP-1 has been notified as less efficient in transporting solute and ions [61]. 

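PIP-1, a water channel of the plasma membrane, was higher in IITR26 at 14 DAA with a log2 fold change of 3.41 (standard error 0.61, adjusted p = 0.0035), and at 28 DAA the difference of 1.97 (adjusted p = 0.048) did not pass the test. The aquaporin NIP1 was lower in IITR26 at 14 DAA at a log2 fold change of -3.37 (standard error 0.32, adjusted p = 3.8e-05) and stood at -1.82 (adjusted p = 0.002) at 28 DAA. Of the 3 aquaporins of Table S2, 2 were thus higher and 1 lower at 14 DAA (the same adjusted over the list alone). At 28 DAA they were not called, but without WL711 28 DAA replicate 1 there were 1 higher and 1 lower. The call of PIP-1 ended without any 1 of the 6 arrays of 14 DAA, and those of PIP-1 and NIP1 ended after a repeated quantile normalization. With probe sets open to cross-hybridization left out, 1 aquaporin was higher and none lower at 14 DAA.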

Enhanced expression of TIP-3 and PIP-1 could promote higher level of mineral sequestration in IITR26 grains (Table 3). The aleurone globoids or PSVs store large number of organelle-specific proteins, synthesized by endosplasmic reticulum associated ribosomes and transported through vacuolar sorting [62]. Vacuolar sorting receptor-1 (VSR-1) is involved in sorting of proteins in PSV [63]. In meta-analysis, the predominance of VSR-1 was observed in endosperm (Figure 4). 

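The vacuolar sorting receptor VSR-1 sends storage proteins to the vacuole. It was higher in IITR26 at both stages, with log2 fold changes of 5.21 (standard error 0.22, adjusted p = 6.2e-08) at 14 DAA and 3.20 (standard error 0.22, adjusted p = 2.6e-06) at 28 DAA, ratios of 37.0 and 9.17. The difference was smaller at 28 DAA, with an interaction of -2.01 (adjusted p = 0.0018). Of the 4 probe sets for protein sorting and secretion in Table S2, 3 were higher and 1 lower at 14 DAA and 2 were higher at 28 DAA (the same adjusted over the list alone), and the lower one is of a type open to cross-hybridization.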

The enhanced expression of VSR-1 in IITR26 (Table 3) could be suggestive of higher storage activity [64] in IITR26 grains.

Several probe sets related to lipid transport and binding (LTP family protein) were significantly up-regulated in the developing grains of WL711 (Table 3). 

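Lipid transfer proteins carry lipids to the cell surface and between membranes. Of 26 probe sets for them, 14 were lower in IITR26 at 14 DAA and 15 at 28 DAA, and the others were not called (14 and 15 adjusted over the list alone). At 14 DAA the 14 spanned log2 fold changes of -5.09 to -2.06, the largest being -5.09 (standard error 0.19, adjusted p = 2.7e-08) and the next -4.89 (adjusted p = 1.5e-05). The 15 at 28 DAA spanned -6.94 to -2.07, the largest being -6.94 (standard error 0.39, adjusted p = 6.9e-07) and the next -6.81 (standard error 0.25, adjusted p = 3.4e-08). LTPL31 was lower at 28 DAA alone, at a log2 fold change of -6.00 against 0.23 at 14 DAA. Both calls were made in 3 members, and 21 of the 26 passed the interaction, the one with the largest difference at 14 DAA with 4.11 (adjusted p = 7.5e-06). Without probe sets open to cross-hybridization, 4 members were called at 14 DAA and 7 at 28 DAA, and a repeated quantile normalization gave 8 at 14 DAA, without the one at -4.89.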

The expression of many of them has been recorded predominant in grain, as compared to other anatomical part (Figure 4). The enhanced expression of GDSL esterases/lipases, that catalyze hydrolysis of ester bonds- primarily in triglycerides, indicates relatively more active lipid metabolism [65] in WL711 developing grains. 

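Of 5 GDSL esterase/lipase probe sets, 3 were lower in IITR26 at 14 DAA and 3 at 28 DAA (the same adjusted over the list alone). The one with the largest difference at 14 DAA had a log2 fold change of -3.73 (standard error 0.17, adjusted p = 9.7e-08) at 14 DAA and -0.02 at 28 DAA, an interaction of 3.72 (adjusted p = 7.1e-06). Another GDSL lipase was lower at both stages, at log2 fold changes of -2.68 (adjusted p = 1.6e-05) and -2.09 (adjusted p = 8.3e-05), as was a GDSL esterase, at log2 fold changes of -2.31 and -2.37. For the lipase at -2.68 the paper gives -7.16 at 14 DAA, unlike the deposited value. A further one was lower at 28 DAA, at a log2 fold change of -2.60 (standard error 0.17, adjusted p = 2.1e-06). After a repeated quantile normalization, the largest difference at 14 DAA was the only call among these, and the call at -2.09 ended without WL711 28 DAA replicate 3.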

LTPs regulate lipid transport, homeostasis and lipid-mediated cellular processes [66]. Within grain, several LTPs have been observed up-regulated in aleurone cells around the embryo, scutellum and vascular bundle of the embryo, resulting maximum accumulation of lipids in embryo in grains [67], [68]. Their role in providing protection to embryo from pathogen attack has been speculated [65], [67], [68]. Unlike WL711, transporters for amino acid and protein (SecE) [69] were expressed at higher level in IITR26 during grain filling (Table 3). This is in agreement with previous reports showing significant correlation between grain protein and micronutrient content [15], [70], [71]. 

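SecE, a subunit of the channel that moves proteins across membranes, was higher in IITR26 at both stages, with log2 fold changes of 5.51 (standard error 0.19, adjusted p = 2.4e-08) at 14 DAA and 5.04 (standard error 0.19, adjusted p = 4.1e-08) at 28 DAA. Its interaction of -0.47 (adjusted p = 0.34) did not pass the test. The 3 amino acid transporter probe sets of Table S2 went different ways, with 1 higher and 1 lower in IITR26 at 14 DAA and 1 higher at 28 DAA (the same adjusted over the list alone). An amino acid transporter was lower at 14 DAA at a log2 fold change of -3.41 (standard error 0.23, adjusted p = 3.1e-06) and stood at 0.34 at 28 DAA, an interaction of 3.75 (adjusted p = 4.7e-05). The second was higher at 28 DAA by 2.28 (standard error 0.15, adjusted p = 2.2e-06), and the other at 14 DAA by 2.68 (standard error 0.49, adjusted p = 0.0041). The call of the last ended without any 1 array of 14 DAA, and that at 28 DAA after a repeated quantile normalization. The probe set of the lower one is of a type open to cross-hybridization.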

The results also coincide with our observation of proportional association between elemental images of sulphur (possibly sulphur-rich peptides) and iron in cross-sections of the two contrasting genotypes [10].

### Candidate genes representing stress responses and metal tolerance

Blast2GO results of combined graphs distributed the differentially expressed transcripts in different levels of biological processes, mapping the transcripts related with metal/cation transport, localization and responses etc. 

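A peroxin, a protein of peroxisome assembly, was higher in IITR26 by a log2 fold change of 4.05 (standard error 0.12, adjusted p = 3.8e-09) at 14 DAA and 3.24 at 28 DAA. Ankyrin repeat proteins, which bind other proteins in signalling, were higher in 3 of 3 probe sets at 14 DAA (3 adjusted over the list alone). Their log2 fold changes were 4.34 (standard error 0.25, adjusted p = 8.2e-07), 4.21 (adjusted p = 2.3e-07) and 2.57 (standard error 0.44, adjusted p = 0.0027). The first pair was also higher at 28 DAA, by 4.61 and 3.81, and the last was not called, at 1.81 (adjusted p = 0.015). A Ras-related protein, a switch of membrane traffic, was higher at both stages, by 3.99 and 3.28. The ABA responsive element binding factor was lower in IITR26 at both, at log2 fold changes of -3.16 and -2.81. The call of the last ankyrin repeat protein ended after a repeated quantile normalization and without IITR26 14 DAA replicate 1 or 2 or WL711 14 DAA replicate 1 or 3.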

The results revealed transcripts representing stress response to metal ion activity in developing grains of IITR26, such as peroxins (Ta.9561.3.S1_a_at), VSR-1 (Ta.9898.1.A1_at), PIP-1 (Ta.2895.1.S1_x_at), Ankyrin repeat protein (Ta.23465.1.S1_at) and Flavonoid (Ta.8881.1.S1_at) (Figure 5). Peroxisome biogenesis proteins (peroxins) are involved in docking cargo-receptor complexes at the peroxisomal membrane [72]. Several studies revealed essential role of peroxins in defense mechanisms conferring resistance against pathogen attack [73], [74]. VSR-1 is a candidate gene controlling the defense network, and its up-regulation has been reported in metal tolerant and disease resistant plants [75], [76]. Involvement of plasma membrane aquaporins (PIP-1) has been discussed in metal homeostasis and defense response in plants [77], [78], [79]. Flavonoids enhance protective abilities of the plant against biotic stresses [80], [81]. Ankyrin repeat proteins have been reported to mediate metal tolerance and enhanced disease resistance in plants [82], [83].

**Figure 5:**
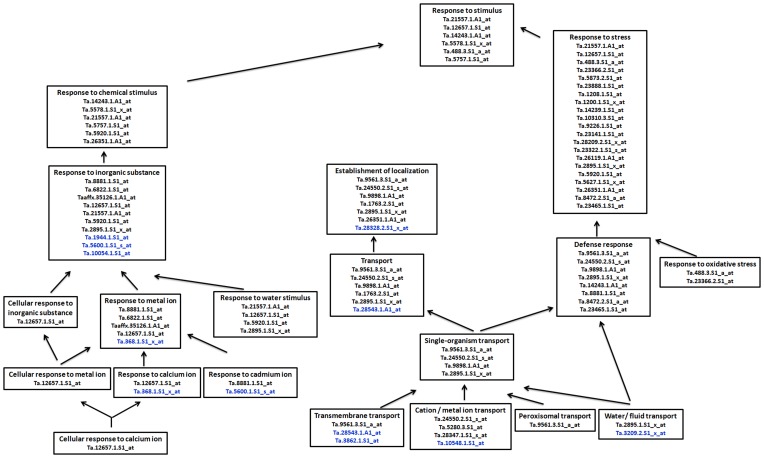
Distribution of differentially up-regulated (IITR26 *vs.* WL711; ≥2 *log2* fold change; p≤0.01) transcripts related to metal accumulation and stress response in IITR26 (probe sets in black) and WL711 (probe sets in blue) at 14 DAA. Data is extracted from Blast2GO results of combined graphs (Biological Processes). The annotation of the probe sets is given in tables S3.

Several genes associated with abiotic and biotic stress were found differentially regulated in developing grains of both the genotypes (Table 4), presumably having coordination among the growth, maintenance and stress during seed development [84]. For example, the transcripts for β-purothionin, cysteine-rich proteins, and Defensin, up-regulated in WL711, are known to play significant role in protecting wheat grains from microbial pathogens [68], [85]. 

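Of the 118 probe sets of Table 4, 45 were higher and 46 lower in IITR26 at 14 DAA, and 24 were higher and 23 lower at 28 DAA. A dirigent protein, which guides the coupling of lignans, was lower at 14 DAA at a log2 fold change of -6.75 (standard error 0.38, adjusted p = 6.7e-07), and permatin, a thaumatin-like antifungal protein, at a log2 fold change of -5.64 (adjusted p = 3.2e-07). An aldo/keto reductase, which detoxifies reactive aldehydes, was lower at both stages, at log2 fold changes of -4.45 and -5.09, as was a wound induced protein, at log2 fold changes of -3.26 and -4.48. The transfer cell protein PR60 was lower at 28 DAA at a log2 fold change of -4.06 (standard error 0.27, adjusted p = 2.4e-06) and stood at -0.17 at 14 DAA.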

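Purothionin, a small peptide toxic to microbes, was lower in IITR26 at a log2 fold change of -7.33 (standard error 0.40, adjusted p = 5.3e-07) at 14 DAA and -4.84 (standard error 0.40, adjusted p = 1.2e-05) at 28 DAA. Defensin, another antimicrobial peptide, was lower at 14 DAA at a log2 fold change of -7.22 (standard error 0.47, adjusted p = 2.2e-06) and not called at 28 DAA, at -1.22 (adjusted p = 0.11), with an interaction of 5.99 (adjusted p = 0.00023). A cysteine-rich protein was lower at 28 DAA alone, at a log2 fold change of -2.63 (standard error 0.15, adjusted p = 8.7e-07), with an interaction of -2.86 (adjusted p = 1.9e-05). Of the 6 defensin and thionin probe sets of Table S2, 5 were lower and 1 higher at 14 DAA (the same adjusted over the list alone), the higher one at 2.14 (adjusted p = 0.00014). Of the 6 thionin probe sets chosen by gene name and not by Table S2, 1 was called higher and 0 lower by limma at 14 DAA, with 4 higher and 0 lower at an unadjusted p under 0.05 and a median of 0.42, and the higher one was not called after a repeated quantile normalization. Of the 6 of Table S2, 1 was lower at 28 DAA (2 adjusted over the list alone), and 2 without WL711 28 DAA replicate 1. With a repeated quantile normalization, 2 were called lower at 14 DAA and the higher one was not called.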

In IITR26 developing grains, transcripts of Puroindolin-A (PINa), a cystine- and tryptophan-rich protein, was significantly predominant. However, the probe set for PINb did not pass the quality criteria. 

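PINa had the largest log2 fold change of all called probe sets with a name at 14 DAA, 9.99 (standard error 0.32, adjusted p = 1.3e-08), a ratio of 1015. At 28 DAA it was 7.51 (standard error 0.32, adjusted p = 8.6e-08), a ratio of 183, and the interaction was -2.47 (adjusted p = 0.0053). Its log2 value in IITR26 was 3.42 ± 0.08 (SD, n = 3) at 14 DAA and 3.38 ± 0.08 at 28 DAA, and in WL711 -6.57 ± 0.53 and -4.13 ± 0.75. All 6 arrays of IITR26 lay far above all 6 of WL711, beyond the spread of either. The values are relative to the median of the 12 arrays, so they do not show whether WL711 gave any signal above background.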

A relationship has been incurred between grain hardness and puroindoline content [86]. However, both the genotypes, IITR26 and WL711, exhibit similar grain hardness indices (∼90) [12], [87], [88]. This indicates contribution of PINa in grain related traits, other than hardness. Role of PINa protein has been established in plant defense as antimicrobial molecule [85]. Transcripts of many other antimicrobial molecules, Chitinase, Glycin rich proteins, Wheatwin, VAMP, Bowman-Birk and Kunitz-type protease inhibitor, were significantly up-regulated in the developing grains of IITR26 (Table 4). 

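Chitinase, which degrades the walls of fungi, was higher in IITR26 by a log2 fold change of 8.00 (standard error 0.22, adjusted p = 3.4e-09) at 14 DAA and 2.02 (adjusted p = 7.4e-05) at 28 DAA. Of 8 chitinases and xylanase inhibitors, 7 were higher at 14 DAA and 2 at 28 DAA (the same adjusted over the list alone), among them a xylanase inhibitor with 5.87 (adjusted p = 5.3e-06). A glycine-rich protein, Wheatwin, a pathogenesis-related protein, and VAMP, of vesicle fusion, were higher at 14 DAA by 7.06 (standard error 0.52, adjusted p = 5.3e-06), 5.21 (standard error 0.36, adjusted p = 3.4e-06) and 3.19 (standard error 0.20, adjusted p = 1.6e-06). The Kunitz-type protease inhibitor was higher at 14 DAA by 5.60 (standard error 0.32, adjusted p = 7.2e-07). For these 4 the difference was smaller at 28 DAA, with interactions of -7.07 (adjusted p = 0.00014), -3.97 (adjusted p = 0.0006), -2.35 (adjusted p = 0.0004) and -6.31 (adjusted p = 1.3e-05). The Bowman-Birk inhibitor, of trypsin-like proteases, was higher at both stages, by 5.16 (standard error 0.24, adjusted p = 1.3e-07) and 5.31 (standard error 0.24, adjusted p = 1.1e-07). The chitinase call at 28 DAA ended after a repeated quantile normalization and without IITR26 28 DAA replicate 1 or WL711 28 DAA replicate 1, and without the former 1 of the 8 was called at 28 DAA. After the quantile normalization none of the 8 was called higher at 28 DAA. With the methods' variation filter, which leaves fewer members to test, 3 of the 8 were higher at 14 DAA.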

A positive correlation has been inferred between degree of biotic stress resistance and glucan synthase activity, on the contrary glucanase activity is negatively correlated [89]. 

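The glucan synthase-like transcript, for an enzyme of callose synthesis, was higher in IITR26 at 14 DAA with a log2 fold change of 4.46 (standard error 0.17, adjusted p = 2.7e-08) and stood at 0.33 at 28 DAA, an interaction of -4.13 (adjusted p = 3.6e-06). Of 8 glucanase and beta-glucosidase probe sets, for enzymes that act on glucans and glucosides, 5 were lower in IITR26 at 14 DAA and 3 at 28 DAA, and the others were not called (the same adjusted over the list alone). A glucan 1,3-beta-glucosidase was lower at 14 DAA at a log2 fold change of -4.69 (standard error 0.24, adjusted p = 3.2e-07) and a glucan endo-1,3-beta-glucosidase at a log2 fold change of -2.39 (adjusted p = 1.2e-05). At 28 DAA an endoglucanase was lower at a log2 fold change of -4.17 (standard error 0.28, adjusted p = 2.4e-06) and another glucan endo-1,3-beta-glucosidase at a log2 fold change of -3.08 (adjusted p = 1.6e-06). Of the 8, 7 passed the interaction. With a repeated quantile normalization, 2 of the 8 were lower at 14 DAA. The arrays measured transcripts and not the activity of the enzymes.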

The enhanced glucan synthase activity and reduced glucanase activity in IITR26 developing grains further corroborates enhanced resistance to pathogen attack in IITR26 (Table 4). Several fold reduction in superoxide dismutase activity in the developing grain of IITR26 (Table 4), could be indicative of less reactive oxygen species (ROS) formation [90]. 

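Superoxide dismutase, which turns superoxide into hydrogen peroxide, had a log2 fold change of -6.61 (standard error 0.18, adjusted p = 3.4e-09) at 14 DAA and -5.97 (standard error 0.18, adjusted p = 1.4e-08) at 28 DAA. In WL711 its log2 value was 3.70 ± 0.34 (SD, n = 3) and 3.05 ± 0.24, and in IITR26 -2.91 ± 0.11 and -2.92 ± 0.21. The 14 DAA difference is a ratio of 97.6 and the 28 DAA difference one of 62.6, and the interaction of 0.64 (adjusted p = 0.14) did not pass the test. All 6 WL711 arrays lay above all 6 IITR26 arrays.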

Mampman analysis of cellular response overview reflected up-regulation of redox related transcripts in WL711 during grain filling (Figure 6). This is in agreement with the previous report of induced redox state in susceptible wheat as compared to the biotic stress tolerant line [91]. 

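Besides superoxide dismutase, the redox transcripts lower in IITR26 at 14 DAA were a peroxidase, at a log2 fold change of -2.38 (standard error 0.19, adjusted p = 1.1e-05), peroxiredoxin Q, which reduces peroxides in chloroplasts, at a log2 fold change of -2.22 (adjusted p = 1.6e-05), and a glutathione S-transferase, at a log2 fold change of -2.00 (adjusted p = 0.00049). Another peroxidase was higher in IITR26, by 2.98 (standard error 0.23, adjusted p = 8.9e-06) at 14 DAA and 7.14 (standard error 0.23, adjusted p = 1.8e-08) at 28 DAA. Of the 9 redox probe sets of Table S2, 4 were lower and 1 higher at 14 DAA, and 2 were lower and 3 higher at 28 DAA (the same adjusted over the list alone), or 1 and 1 with probe sets open to cross-hybridization left out. With a repeated quantile normalization, 2 were lower at 14 DAA and 1 higher at 28 DAA, and the calls of the first peroxidase and peroxiredoxin Q ended. The MapMan bins of Figure 6 were not used here.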

Meta-analysis determined dominant expression potential of several stress related transcripts in grain tissues (Figure 4), as compared to other plant organs, suggesting their role in seed development. The similarity search in Genevestigator, using the differentially expressed transcripts, revealed perturbations in which spikelet samples of wheat genotypes, with stress resistant (CS-7EL) and susceptible (CS) backgrounds (GEO accession GSE21386), have been compared (Figure S3 in File S1). The results coincide with the previous reports examining interactions between metal ion excess and biotic stress factors [92], [93], and the responses to excess metal ions resemble to that of biotic and abiotic stresses [94], [95]. Our results support the elemental defense hypothesis which suggests a crosstalk between metal accumulation and biotic and abiotic stress responses [96], [97], [98], [99]. However, it needs to be investigated and validated in other wheat genotypes, with contrasting levels of minerals in grains, if the crosstalk substantiates the enhanced level of mineral sequestration in grains.

**Figure 6:**
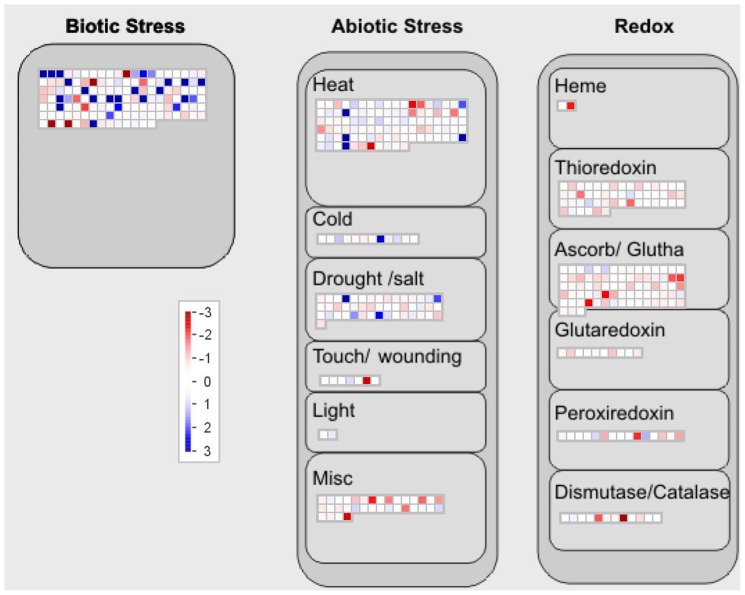
Differentially expressed transcripts, satisfying the criteria of p≤0.01 (IITR26 *vs.* WL711) at 14 DAA, identified in ‘cellular response overview’ using MapMan software version 3.6.0RC1. The *log2* fold change in the transcript levels were used for the analysis.

**Table 4:** Differentially expressed transcripts representing metal tolerance and stress responses.

Probesets	Putative gene function	*Log2* Fold change (IITR26 *vs* WL711)		Corrected P-values
		14 DAA	28 DAA	
TaAffx.102873.1.S1_at	Purothionin	−7.33	−4.84	3.17E-05
Ta.20930.1.S1_at	Defensin	−7.22	−1.22	9.62E-05
Ta.9987.1.S1_x_at	Defensin Tk-AMP-D4	−4.03	−2.20	3.83E-04
Ta.9936.1.S1_at	Defensin Tk-AMP-D5	−3.33	−0.57	1.09E-05
Ta.4031.1.S1_at	Defensin	−2.69	−0.06	1.06E-04
TaAffx.4219.1.S1_at	Defensin	2.14	−0.53	0.001154
Ta.362.1.S1_at	Dirigent family protein	−6.75	−0.15	4.58E-05
Ta.7883.1.S1_x_at	Dirigent like protein	−3.76	0.00	5.30E-06
Ta.1944.1.S1_at	Superoxide dismutase	−6.61	−5.97	3.94E-06
Ta.5600.1.S1_s_at	Salt tolerance protein	−5.87	−0.31	7.86E-05
Ta.27988.1.A1_at	Salt stress response/antifungal	−2.41	−0.19	4.05E-04
Ta.27725.1.S1_at	Salt stress-induced hydrophobic peptide ESI3	2.77	0.30	7.10E-05
Ta.2002.1.S1_at	Permatin, thaumatin, osmotin 34	−5.64	−0.76	1.33E-05
Ta.5878.1.S1_at	Aldo/keto reductase family protein	−4.45	−5.09	1.22E-05
TaAffx.62787.1.S1_at	Aspartic proteinase nepenthesin-1	−3.52	−0.16	8.64E-05
Ta.10109.2.S1_at	Aspartic proteinase nepenthesin-2	−3.26	−2.00	3.25E-04
Ta.5072.1.S1_at	Wound induced protein	−3.26	−4.48	7.06E-06
Ta.19041.1.S1_at	Wound-responsive family protein	−2.74	−1.69	0.00163
TaAffx.3154.1.S1_at	Stress responsive	−3.25	−0.56	3.94E-06
Ta.9967.1.S1_at	Cytochrome P450	−2.88	−1.16	5.04E-06
Ta.3382.1.S1_at	Cytochrome P450	0.29	−2.42	1.79E-05
Ta.21115.3.A1_s_at	Cytochrome p450 like	1.05	−2.89	0.005749
Ta.3361.3.S1_a_at	Pathogenesis-related Bet v I family protein	−2.64	−3.78	9.06E-06
Ta.3094.2.S1_at	GDP-mannose 3,5-epimerase 1	−2.51	−1.75	2.35E-04
Ta.28866.1.S1_at	Patatin-like protein	−2.49	0.21	2.36E-05
Ta.21001.1.S1_at	Gamma-glutamyltranspeptidase 1 precursor	−2.49	−0.63	5.47E-05
TaAffx.56549.1.S1_at	Beta-glucosidase	−2.40	−1.91	9.84E-04
Ta.18082.1.S1_at	Beta-glucosidase	−2.13	0.04	4.09E-04
Ta.4683.1.S1_at	Beta-glucosidase, exo-beta-glucanse	0.17	−2.27	3.92E-05
Ta.2834.1.S1_at	Glucan endo-1,3-beta-glucosidase	−2.39	0.30	4.01E-04
TaAffx.73807.1.A1_at	Glucan endo-1,3-beta-glucosidase	−0.21	−3.08	3.82E-05
Ta.9958.1.S1_at	Glucan 1,3-beta-glucosidase	−4.69	−0.04	2.06E-05
Ta.1291.1.A1_at	Glucan endo-1,3-beta-glucosidase GIV	−3.86	−0.41	4.83E-06
Ta.9990.1.S1_x_at	Endoglucanase	−0.07	−4.17	1.65E-05
TaAffx.117214.2.S1_s_at	Plant invertase/pectin methylesterase inhibitor	−6.70	−0.06	2.12E-06
TaAffx.68473.1.S1_at	Plant invertase/pectin methylesterase inhibitor	−6.64	−2.54	2.22E-05
TaAffx.12788.1.S1_at	Plant invertase/pectin methylesterase inhibitor	−5.63	−0.13	5.09E-06
Ta.27567.1.S1_at	Plant invertase/pectin methylesterase inhibitor	−5.48	−0.24	1.30E-05
TaAffx.132703.1.S1_at	Plant invertase/pectin methylesterase inhibitor	−4.91	−0.06	3.06E-05
TaAffx.65656.1.S1_at	Pectinesterase inhibitor domain containing protein	−4.57	0.15	4.83E-06
TaAffx.78343.1.S1_at	Pectinesterase inhibitor domain	−3.97	0.05	1.54E-05
TaAffx.3194.1.S1_at	Pectinesterase inhibitor domain containing protein	−3.06	−0.73	6.77E-06
TaAffx.48045.1.S1_at	Pectinesterase inhibitor domain containing protein	−3.02	−2.26	0.001093
TaAffx.69473.1.S1_at	Pectin-esterase inhibitor	−3.00	−2.45	2.36E-04
TaAffx.90186.1.S1_at	Pectinesterase inhibitor	−2.60	−0.44	1.13E-04
Ta.9835.1.S1_at	Plant invertase/pectin methylesterase inhibitor	−2.52	−3.62	1.47E-05
TaAffx.48328.1.S1_at	Pectinesterase inhibitor domain containing protein	−2.02	−1.35	1.15E-04
TaAffx.5670.2.S1_s_at	Pectinesterase inhibitor	−2.11	−2.61	3.79E-04
TaAffx.129130.1.S1_at	Pectinesterase inhibitor domain containing protein	−5.28	−4.77	1.05E-05
Ta.5969.3.S1_x_at	Heme-binding protein	−2.27	0.40	0.00568
TaAffx.86221.1.S1_at	IRR receptor-like serine threonine-protein kinase	−2.24	−0.31	0.00597
Ta.13256.2.S1_at	Thaumatin family domain containing protein	−2.12	−1.30	5.63E-05
Ta.10046.1.S1_at	Endosperm transfer cell specific PR9	−1.25	−7.16	5.09E-06
Ta.27911.1.S1_at	Endosperm transfer cell specific PR60	−0.17	−4.06	5.32E-05
Ta.1762.1.A1_at	Jasmonate-induced protein	−1.15	−2.75	4.99E-06
Ta.24739.1.S1_at	Acidic protein	−0.65	−4.21	7.63E-05
Ta.28539.1.A1_x_at	NAC domain-containing protein	−0.18	3.43	1.16E-05
Ta.5367.1.S1_s_at	NAC domain-containing protein 67	−0.66	3.28	1.19E-04
Ta.16815.1.S1_s_at	Tetratricopeptide repeat domain	0.01	2.01	2.20E-05
Ta.10170.1.S1_at	Chymotrypsin inhibitor WCI	0.06	−2.26	3.00E-05
Ta.14247.2.S1_x_at	Dehydrin xero 1	0.07	3.09	7.06E-06
Ta.8834.1.S1_x_at	Cysteine-rich repeat secretory protein 55 precursor	0.23	−2.63	3.34E-05
Ta.202.1.S1_at	Small heat shock protein	0.31	2.63	2.51E-04
Ta.712.1.S1_s_at	Aldose 1-epimerase	0.42	3.17	1.93E-05
TaAffx.10772.1.A1_at	Serine rich protein	0.46	2.79	5.80E-05
Ta.21508.1.A1_a_at	Oxidative Stress (OXS3)	0.61	2.02	6.07E-06
TaAffx.12591.1.S1_at	Disease resistance gene RAR1	2.05	1.49	1.94E-04
Ta.22179.1.A1_at	Disease resistance protein rga4	2.45	−0.44	0.007391
TaAffx.104814.1.S1_at	Disease resistance protein rga1-like	−2.62	−2.02	3.73E-05
TaAffx.106304.1.S1_at	Disease resistance protein NBS-LRR	0.14	2.05	1.78E-05
Ta.30674.1.S1_at	Peroxidase precursor	−2.38	0.88	1.36E-04
Ta.7262.1.A1_x_at	Peroxidase precursor	0.73	2.14	1.31E-04
Ta.9334.1.S1_s_at	Peroxidase precursor	1.32	−3.29	2.15E-04
Ta.488.3.S1_a_at	Peroxidase precursor	2.17	0.02	2.58E-04
Ta.23366.2.S1_at	Peroxidase precursor	2.98	7.14	6.85E-06
Ta.6572.2.S1_at	Peroxiredoxin Q	−2.22	−0.99	3.20E-05
Ta.9561.3.S1_a_at	Peroxisomes biogenesis proteins Peroxin Pex14	4.05	3.24	3.94E-06
Ta.28209.2.S1_x_at	BURP domain-containing protein RD22	2.07	0.95	0.00253
Ta.21557.1.A1_at	Senescence/dehydration associated protein	2.26	3.30	1.30E-05
Ta.6399.1.A1_at	Protease do-like 14	2.30	1.66	2.46E-04
TaAffx.128.1.S1_at	Chaperone protein dnaj 6-like	2.37	1.58	0.016101
Ta.27001.2.S1_at	Embryonic protein dc-8-like	2.46	0.25	2.12E-05
Ta.23322.1.S1_s_at	Thaumatin-like protein	2.56	1.88	2.55E-05
Ta.23465.1.S1_at	Ankyrin repeat family protein	2.57	1.81	0.009715
Ta.12273.1.A1_at	Ankyrin repeats	4.34	4.61	2.00E-05
Ta.8472.1.S1_at	Ankyrin repeat protein	4.21	3.81	1.40E-05
Ta.14574.1.S1_at	2-alkenal reductase	2.69	3.74	6.85E-06
Ta.14497.1.S1_x_at	Cupin family protein	2.72	−0.15	4.59E-05
Ta.30754.1.S1_at	Cupin family protein	2.99	−0.31	2.45E-05
Ta.26119.1.A1_at	3-isopropylmalate dehydrogenase	2.94	2.34	0.00429
Ta.3268.1.A1_at	F-box domain	2.05	1.86	0.009745
TaAffx.92919.1.A1_at	F-Box and Domain of Unknown Function Containing Proteins	2.12	0.55	5.93E-05
Ta.7304.1.A1_at	F-box domain containing protein	4.17	2.13	0.014434
TaAffx.64850.1.A1_at	F-box and FBD domain containing protein	4.56	4.80	3.94E-06
TaAffx.120564.1.A1_at	FDB-associated f-box protein at1g66310-like isoform x1	4.86	4.90	4.95E-06
Ta.5627.1.S1_x_at	VAMP protein	3.19	0.83	7.01E-05
Ta.5920.1.S1_at	ABA related (HVA22)	3.38	1.01	1.40E-05
Ta.10310.3.S1_at	ABA related	5.77	0.90	4.94E-05
Ta.5873.2.S1_at	Endochitinase	3.32	0.10	3.89E-05
Ta.23888.1.S1_at	Basic endochitinase	5.24	−0.16	1.68E-05
Ta.6952.1.S1_a_at	Chitinase	5.36	3.28	0.014148
Ta.1208.1.S1_at	Chitinase family protein precursor	8.00	2.02	3.94E-06
TaAffx.128520.1.S1_at	Molybdenum cofactor sulfurase family protein	3.43	0.30	2.59E-05
Ta.5257.2.S1_s_at	Low temperature and salt responsive protein	3.50	1.34	0.013306
Ta.3068.1.S1_at	Desiccation-related protein PCC13-62 precursor	3.56	0.18	6.99E-05
Ta.1550.2.S1_x_at	Trypsin/alpha-amylase inhibitor CMX1/CMX3	3.73	0.18	0.001797
Ta.1297.1.S1_x_at	Wheat Subtilisin	3.93	1.48	1.16E-04
Ta.20434.1.S1_at	Xylanase inhibitor	1.84	2.84	6.02E-04
Ta.19422.1.S1_at	Xylanase inhibitor	4.30	0.95	3.61E-05
Ta.1200.1.S1_x_at	Xylanase inhibitor	5.87	0.00	7.72E-05
Ta.26351.1.A1_at	Glucan synthase-like	4.46	0.33	7.77E-06
Ta.24332.1.S1_at	Heat shock protein 16.9 kDa class I	4.92	8.27	2.29E-04
Ta.20928.1.S1_at	Bowman-Birk inhibitor (BBI) gene	5.16	5.31	9.43E-06
Ta.9226.1.S1_at	Wheatwin	5.21	1.24	1.09E-05
Ta.10028.1.S1_at	Kunitz-type protease inhibitor	5.60	−0.71	3.92E-05
Ta.5839.1.S1_at	Glycin rich protein	7.06	−0.01	4.36E-05
TaAffx.19945.1.S1_at	L-1, precursor of antimicrobial peptides	7.36	1.59	3.76E-04
Ta.23141.1.S1_at	Puroindoline-A	9.99	7.51	5.30E-06

Pectin methylesterase, which catalyses the de-esterification of pectin, is regulated by pectin methylesterase inhibitor. Its role has been discussed in wounding, osmotic stress, senescence and seed development [100]. 

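Pectin methylesterase inhibitors keep the pectin of cell walls methylated. Of 16 such probe sets, 14 were lower in IITR26 at 14 DAA and 6 at 28 DAA (16 and 6 adjusted over the list alone), and the others were not called. The largest difference was a log2 fold change of -6.70 (standard error 0.14, adjusted p = 9.4e-10) at 14 DAA and -0.06 at 28 DAA, an interaction of 6.64 (adjusted p = 5.4e-08). The next at 14 DAA were -6.64 (standard error 0.33, adjusted p = 2.3e-07) and -6.37 (standard error 0.39, adjusted p = 1.2e-06). Another was lower at both stages, at log2 fold changes of -5.28 and -4.77. In all, 9 of the 16 passed the interaction. Without WL711 28 DAA replicate 1, 16 were called lower at 14 DAA and 7 at 28 DAA, and a fit of the 6 arrays of 28 DAA alone called 3. With the methods' variation filter, which leaves fewer members to test, 9 were lower at 14 DAA and 1 at 28 DAA.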

Significant up-regulation of several pectin methylesterase inhibitor related probe sets has been observed in WL711 (Table 4). Down regulation of pectin methylesterase inhibitor activity might inhibit de-esterification of pectin, which could result into reduced metal tolerance in the tissue [101].

The developing grains of IITR26 exhibited up-regulation of transcripts for F-box and NAC genes (Table 4). 

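F-box proteins select targets for degradation. Of 6 such probe sets, 5 were higher and 1 lower in IITR26 at 14 DAA, and 2 were higher at 28 DAA (the same adjusted over the list alone). An F-box protein was higher by a log2 fold change of 4.86 (standard error 0.18, adjusted p = 2.7e-08) at 14 DAA and 4.90 at 28 DAA, and another by 4.56 (standard error 0.16, adjusted p = 2.2e-08) and 4.80. A further one was higher at 14 DAA, by 4.17 (standard error 0.71, adjusted p = 0.0025). The NAC transcription factors other than NAM-1, both read by probe sets open to cross-hybridization, were higher at 28 DAA and not at 14 DAA. One had 3.43 (standard error 0.17, adjusted p = 2.4e-07) at 28 DAA, with an interaction of 3.61 (adjusted p = 9e-06), and NAC67 had 3.28 (standard error 0.31, adjusted p = 3e-05), with an interaction of 3.95 (adjusted p = 0.00022). The number of F-box probe sets higher at 14 DAA was 3 after a repeated quantile normalization and without IITR26 14 DAA replicate 1, 2 or 3 or WL711 14 DAA replicate 1 or 3. The lower one was not called without any 1 array of 14 DAA or after that normalization, and at 28 DAA the number higher was 4 without WL711 28 DAA replicate 1.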

F-box proteins, apart from its role in seed development [102], provide tolerance during metal stress in plant tissues [103]. NAC proteins play a key role during stress signaling pathways and provide tolerance against various abiotic and biotic stresses [104]. Furthermore, the abscisic acid (ABA)/stress-induced proteins [105], such as HVA22 were expressed at higher level in IITR26 developing grains (Table 4).

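HVA22, an ABA-induced protein of vesicle traffic, was higher in IITR26 at 14 DAA with a log2 fold change of 3.38 (standard error 0.27, adjusted p = 1.1e-05), against 1.01 (adjusted p = 0.025) at 28 DAA. A further ABA-induced transcript was higher at 14 DAA by 5.77 (standard error 0.29, adjusted p = 2.6e-07) and stood at 0.90 (adjusted p = 0.057) at 28 DAA. The differences were smaller at 28 DAA, with interactions of -2.37 (adjusted p = 0.0025) and -4.87 (adjusted p = 3.6e-05). Of 3 ABA related probe sets, 2 were higher and 1 lower at 14 DAA, and 1 was lower at 28 DAA (the same adjusted over the list alone). A repeated quantile normalization ended the call of HVA22.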

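Among transcripts for tolerance to heat and drying, the heat shock protein HSP16.9, a chaperone, was higher in IITR26 by a log2 fold change of 4.92 (standard error 0.69, adjusted p = 0.00066) at 14 DAA and 8.27 (standard error 0.69, adjusted p = 1.1e-05) at 28 DAA. A desiccation-related protein was higher at 14 DAA, by 3.56 (adjusted p = 3.7e-05), and the dehydrin xero 1, which protects drying cells, at 28 DAA, by 3.09 (adjusted p = 8.1e-07). A senescence and dehydration associated protein was higher at both stages, by 2.26 and 3.30, and 2-alkenal reductase, which removes products of lipid oxidation, by 2.69 and 3.74. Of 3 heat shock probe sets, 2 were higher at each stage (the same adjusted over the list alone), but 1 at 14 DAA without any 1 array of 14 DAA and without IITR26 28 DAA replicate 1 or 3, and 1 at each stage after a repeated quantile normalization. The call of HSP16.9 at 14 DAA ended in a fit of the 6 arrays of that stage alone and by the methods' t-test without adjustment. The quantile normalization ended the calls of the desiccation-related protein, of dehydrin xero 1 and, at 14 DAA, of 2-alkenal reductase. With the methods' variation filter, which leaves fewer members to test, 0 of the 3 heat shock probe sets were called higher at either stage.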

The results are suggestive of IITR26 being comparatively more tolerant to stress during grain filling, which eventually could be a positive factor for metal accumulation.

### Quantitative RT-PCR and similarity search meta-analysis

The relative fold change in expression of a few genes related to the transport and accumulation of metal was examined by real time PCR analysis (Figure 7). The expression of Metallothionein, NAM-1 and LEA-12, and protein, SecE, were found high in the developing grains of IITR26. 

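Of the genes measured by qRT-PCR, metallothionein, SecE and LEA-12 had higher array values in IITR26 than in WL711 at both stages, and NAM-1 at 14 DAA, but LEA-12 was not called at 28 DAA. The log2 value of SecE, the subunit of the protein channel, was 2.83 ± 0.12 (SD, n = 3) in IITR26 and -2.68 ± 0.29 in WL711 at 14 DAA, and 2.5 ± 0.28 and -2.54 ± 0.32 at 28 DAA. LEA-12, the late embryogenesis protein, was at -1.39 ± 0.65 and -5.34 ± 0.08 at 14 DAA, and at 2.13 ± 0.22 and 1.02 ± 0.41 at 28 DAA. NAM-1, the NAC factor, was at -0.48 ± 0.29 and -2.48 ± 0.30 at 14 DAA, and at 0.67 ± 0.21 and 0.52 ± 0.37 at 28 DAA. The qRT-PCR measurements themselves were not analysed here.

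**Figure D2:**
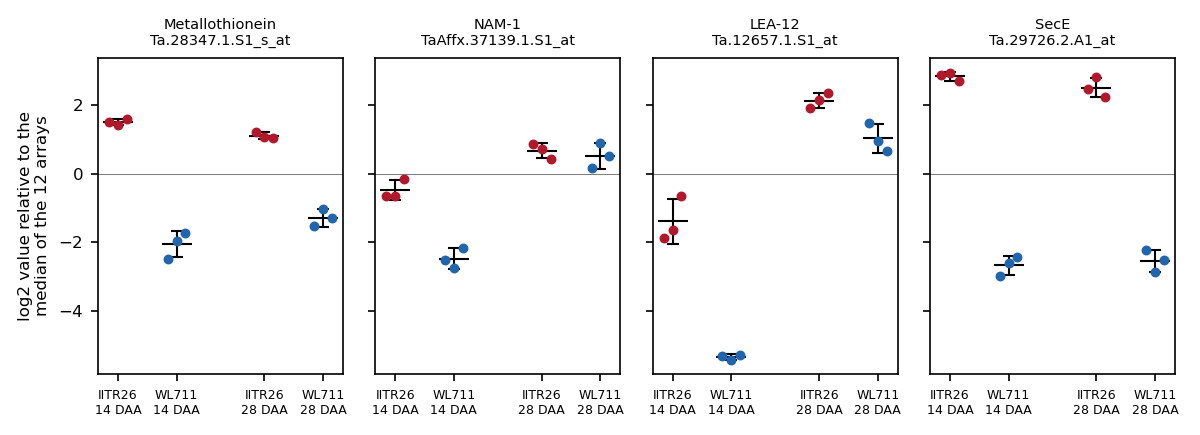
Log2 value relative to the median of the 12 arrays (vertical axis) of 4 genes in IITR26 (red) and WL711 (blue) at 14 and 28 DAA, with 1 point per array, the mean as a bar and the SD (n = 3) as error. In all 4 genes the IITR26 points lie above the WL711 points at 14 DAA.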

The expression profile of these genes was in agreement with the microarray results. Hence, q-RT PCR results validated the microarray data, as reported in several published reports.

**Figure 7:**
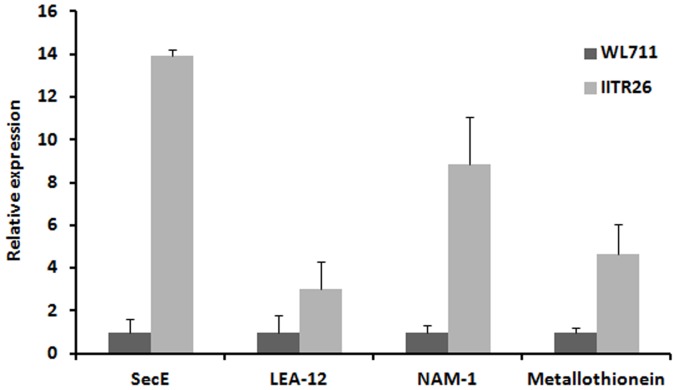
Quantitative RT-PCR analyses of a few candidate genes: Metallothionein, NAM-1, LEA-12, and Sec-E. Each bar indicates standard error in three biological replicates.

Similarity search meta-analysis was performed against 1532 experiments listed in Genevestigator, by using the metal related transcripts differentially expressed between IITR26 and WL711 (Table 3). The perturbation showing maximum similarity with our data comprised the transcriptional comparison between the developing grains of two wheat genotypes: LOK-1 and WH291 (Figure 8a). The mineral concentration analysis revealed relatively higher concentrations of micronutrients in mature grains of LOK-1 than WH291 (Figure 8b), which coincides with up-regulation of the metal related transcripts in early-stage developing grains (Figure 8a), supporting our data.

**Figure 8:**
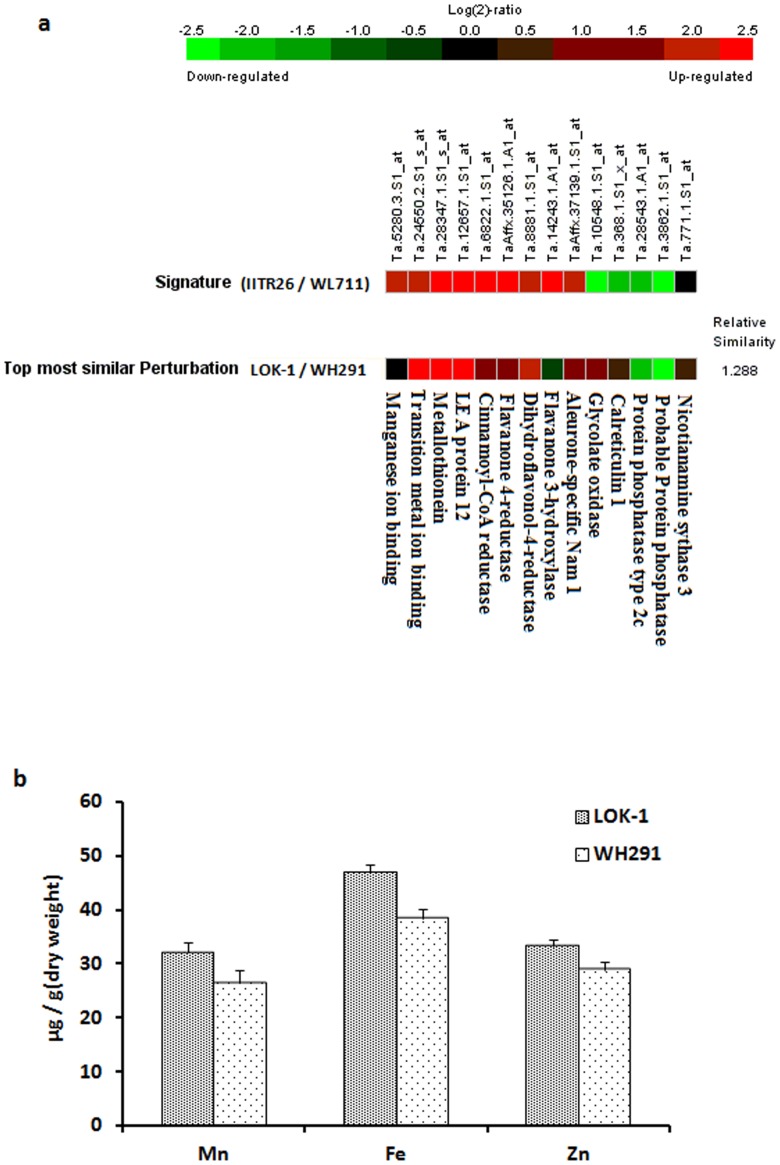
Similarity search meta-analysis and mineral concentration analysis. (a) The similarity search in Genevestigator, using the differentially expressed metal related transcripts in our data, revealed the top most perturbation comparing transcriptome between the developing grains of LOK-1 and WH291. (b) Concentration of micronutrients (Fe, Zn and Mn) in mature grains of LOK-1 and WH291.

## Conclusion

The microarray based comparative transcriptome profiling of developing grains of two genotypes contrasting for grain mineral concentration identified several differentially expressed genes. Prevalence of transcripts related to metal transport and accumulation, metal tolerance, vacuolar sorting receptor-1, aquaporins (TIP-3 and PIP-1), amino acid and protein transporters, lignin and flavonoid biosynthesis, and stress responses, was noticed in IITR26 during grain filling. For some of the differentially expressed probe sets, gene functions are yet to be determined (Table S2 in File S1). Thus, the differential expression analysis of microarray data revealed several candidate genes which may facilitate the elevated levels of minerals in the grains. However, the possibility of involvement of the differential transcripts in establishing other traits, for which the two genotypes differ, may not be denied. The differential expression data provided in this study would be useful for designing programs for functional genomics, exploration of sequence polymorphism in the candidate genes, and understanding other metabolic pathways common with mineral accumulation in wheat grains.

## Supporting Information

File S1 Contains the following files: **Figure S1.** Hierarchically clustered heat-map for 580 differentially expressed transcripts (IITR26 *vs.* WL711; ≥2 *log2* fold change; p≤0.01) at 14 and 28 DAA. **Figure S2.** A heat map of differentially expressed transcripts (IITR26 vs. WL711; ≥2 *log2* fold change; p≤0.01) at (a) 14 and (b) 28 DAA. The rest of the details are as given in figure 4. **Figure S3.** The similarity search in Genevestigator, using the differentially expressed transcripts (IITR26 vs. WL711; ≥2 *log2* fold change; p≤0.01) at 14 DAA revealed perturbations (top 5) in which spikelet samples of wheat genotypes, with stress resistant (CS-7EL) and susceptible (CS) backgrounds (GEO accession GSE21386), have been compared. **Table S1.** Gene-specific primers used for qRT-PCR. **Table S2.** Table S1 Differentially regulated probe sets with ≥2 *log2* fold change expression difference at p≤0.01, between IITR26 vs. WL711, and their putative gene function during 14 and 28 DAA. **Table S3.** Annotation of the probe sets mentioned in Figure 5.
(ZIP)

# Supplementary material for: Comparative Transcriptional Profiling of Two Wheat Genotypes, with Contrasting Levels of Minerals in Grains, Shows Expression Differences during Grain Filling
**Source:** PLoS One. 2014 Nov 3;9(11):e111718. doi: 10.1371/journal.pone.0111718
**Supplement:** File S1 — Contains the following files: Figure S1. Hierarchically clustered heat-map for 580 differentially expressed transcripts (IITR26 vs. WL711; ≥2 log2 fold change; p≤0.01) at 14 and 28 DAA. Figure S2. A heat map of differentially expressed transcripts (IITR26 vs. WL711; ≥2 log2 fold change; p≤0.01) at (a) 14 and (b) 28 DAA. The rest of the details are as given in figure 4. Figure S3. The similarity search in Genevestigator, using the differentially expressed transcripts (IITR26 vs. WL711; ≥2 log2 fold change; p≤0.01) at 14 DAA revealed perturbations (top 5) in which spikelet samples of wheat genotypes, with stress resistant (CS-7EL) and susceptible (CS) backgrounds (GEO accession GSE21386), have been compared. Table S1. Gene-specific primers used for qRT-PCR. Table S2. Table S1 Differentially regulated probe sets with ≥2 log2 fold change expression difference at p≤0.01, between IITR26 vs. WL711, and their putative gene function during 14 and 28 DAA. Table S3. Annotation of the probe sets mentioned in Figure 5.

**Table S1** Gene-specific primers used for qRT-PCR

Name of Gene Primers (5’– 3’) Amplicon size (in bp)

Ta.37139.1. Forward: ACTAACCGAGCCACGACTTCCGGC 165

Reverse : CCTATACTCGTGCATGACCCAGTTGGTC

Ta.12657.1 Forward: CGTGCAGTACAATAAGGACGACGGCC 156

Reverse : TGCAGATTCAGGTGCTGCGTCGGGA

Ta.28347.1 Forward: GCGAGCACGAGGATGAGGAGGAGAA 136

Reverse : CGTACAGAACTAAGGAACACATGACGGTT

Ta.29726.2 Forward: GGGGTTCGTCGGCTTCTTCGTCAAG 149

Reverse : CCACAGATGAGACAAAGGACGCACAC

Ta.8258.2 Forward: ACTGCTAGACCGAGTATGGCTCAGCTATA 145

Reverse: ACACATAACAGGGAACATGCGTGCGTG

|  |
| --- |

# Supplementary material for: Comparative Transcriptional Profiling of Two Wheat Genotypes, with Contrasting Levels of Minerals in Grains, Shows Expression Differences during Grain Filling
**Source:** PLoS One. 2014 Nov 3;9(11):e111718. doi: 10.1371/journal.pone.0111718
**Supplement:** File S1 — Contains the following files: Figure S1. Hierarchically clustered heat-map for 580 differentially expressed transcripts (IITR26 vs. WL711; ≥2 log2 fold change; p≤0.01) at 14 and 28 DAA. Figure S2. A heat map of differentially expressed transcripts (IITR26 vs. WL711; ≥2 log2 fold change; p≤0.01) at (a) 14 and (b) 28 DAA. The rest of the details are as given in figure 4. Figure S3. The similarity search in Genevestigator, using the differentially expressed transcripts (IITR26 vs. WL711; ≥2 log2 fold change; p≤0.01) at 14 DAA revealed perturbations (top 5) in which spikelet samples of wheat genotypes, with stress resistant (CS-7EL) and susceptible (CS) backgrounds (GEO accession GSE21386), have been compared. Table S1. Gene-specific primers used for qRT-PCR. Table S2. Table S1 Differentially regulated probe sets with ≥2 log2 fold change expression difference at p≤0.01, between IITR26 vs. WL711, and their putative gene function during 14 and 28 DAA. Table S3. Annotation of the probe sets mentioned in Figure 5.

**Table S3** Annotation of the probe sets mentioned in Figure 5

Ta.9561.3.S1_a_at: Peroxin

Ta.28543.1.A1_at: Protein phosphatase type 2c

Ta.3862.1.S1_at: Protein phosphatase

Ta.24550.2.S1_s_at: Transition metal ion binding

Ta.5280.3.S1_at: Manganese ion binding

Ta.28347.1.S1_s_at: Metallothionein

Ta.10548.1.S1_at: Glycolate oxidase

Ta.2895.1.S1_x_at: Plasma membrane intrinsic protein

Ta.3209.2.S1_x_at: Stress-responsive-Retrotrnaposon

Ta.9898.1.A1_at: Vacuolar-sorting receptor precursor

Ta.1763.2.S1_at: Ras-related protein

Ta.14243.1.A1_at: Flavanone 3-hydroxylase

Ta.8881.1.S1_at: Dihydroflavonol-4-reductase

Ta.8472.1.S1_a_at: Ankyrin repeat protein

Ta.23465.1.S1_at: Ankyrin repeat family protein

Ta.488.3.S1_a_at: Peroxidase precursor

Ta.23366.2.S1_at: Peroxidase precursor

Ta.26351.1.A1_at: Glucan synthase-like

Ta.21557.1.A1_at: Senescence/dehydration associated protein

Ta.12657.1.S1_at: Lea protein12

Ta.5873.2.S1_at: Endochitinase

Ta.23888.1.S1_at: Basic endochitinase

Ta.1208.1.S1_at: Chitinase family protein

Ta.1200.1.S1_x_at: Xylanase inhibitor

Ta.14239.1.S1_at: Calcium/calmodulin depedent protein kinases

Ta.10310.3.S1_at: ABA related

Ta.9226.1.S1_at: Wheatwin

Ta.23141.1.S1_at: Puroindoline-A

Ta.28209.2.S1_x_at: BURP domain-containing protein

Ta.23322.1.S1_s_at: Thaumatin-like protein

Ta.26119.1.A1_at: 3-isopropylmalate dehydrogenase

Ta.5920.1.S1_at: ABA related-HVA22

Ta.5627.1.S1_x_at: VAMP protein

Ta.5578.1.S1_x_at: Disulfide oxidoreductase

Ta.5578.1.S1_x_at: Malic enzyme

Ta.5600.1.S1_s_at: Salt tolerance protein

Ta.368.1.S1_x_at: Calreticulin1

Ta.6822.1.S1_at: Cinnamoyl-CoA reductase

Taaffx.35126.1.A1_at: Bifunctional dihydroflavonol 4-reductase flavanone 4-reductase

Ta.1944.1.S1_at: Superoxide dismutase

Ta.10054.1.S1_at: ABA response element binding factor

Ta.5757.1.S1_at: stem-specific protein TSJT1

How the deposited data were processed for this re-analysis (not part of the article)

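Grains of the wheat genotypes IITR26 (high in minerals) and WL711 (low in minerals) were collected 14 and 28 days after anthesis (DAA), and the RNA of 3 grains per sample was hybridized to the Affymetrix GeneChip Wheat Genome Array, with 3 arrays for each of the 4 groups and 12 arrays in all. The paper calls the 3 samples of a group biological replicates, and neither the paper nor the labels say that replicates of one number share a plant or a day. The authors read the arrays in GeneSpring GX v12 and normalized them by RMA. The deposited values are on the log2 scale and cover all probe sets, with no filter. In every probe set, the median over the 12 arrays is 0, so the authors' RMA values were shifted by a step that the methods do not describe. Log2 differences between arrays are unaffected by this shift, but the brightness of a probe set, its distance from background and its rank among other probe sets cannot be read from the values.

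The 111 Affymetrix control probe sets were left out and the other 61179 were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes). One model with a mean for each of the 4 groups was fitted to the 12 arrays, with 8 residual degrees of freedom. The comparisons were IITR26 minus WL711 at 14 DAA and at 28 DAA, the interaction, which is the difference between these differences, and the change from 14 to 28 DAA in IITR26 and in WL711. P-values were adjusted over all probe sets after Benjamini and Hochberg. The thresholds are those of the paper, a p of at most 0.01, here after adjustment, and a log2 fold change of at least 2 in either direction. Standard errors are those of limma, in which the spread of a probe set is shared over the 4 groups and drawn towards that of all probe sets. The precision is limited by the 3 arrays of a group. On simulated data with the same design, a log2 difference of 1 passed the adjusted p in 38 of 67 changed probe sets, one of 2.5 in 66 of 67 and one of 4 in 66 of 66, with 1 unchanged probe set past the adjusted p and 0 called. The simulated noise was normal and independent between probe sets. Far fewer probe sets were changed than passed the adjusted p in the real data, 3959 at 14 DAA and 5954 at 28 DAA. These rates therefore do not carry over to the real arrays.

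Probe sets carry the putative function of Table S2 or, where they are not in that table, the gene of the platform annotation, which names 1 gene for 1273 probe sets and none for 59906. Only 200 of them have a name other than a locus number, and 1272 were matched by gene identifier to the gene table. No genome or probe sequences were used. Where several probe sets share a name, the text tells them apart by their values. The probe sets named in the text were chosen by a rule. It takes every probe set that the Results discuss or that stands in Table 3, Table 4 or Table S3, whose values in the paper's tables had been seen. It adds, for each genotype comparison, the 12 higher and 12 lower called probe sets with a name, with the largest log2 fold changes and with no overlap between the 3 arrays of each genotype (10% of probe sets have none by chance). It further adds up to 4 members of each gene list described and the 6 largest in each direction for the interaction and the stage changes. A feature outside the rule is marked where it is named.

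Gene lists were formed from 35 sets of key words. Of these, 2 found at least 3 members among the gene names and 30 among the functions of Table S2, and 7 lists by gene name were added after the data were seen, of which the one of histones holds the same members as a list set before. Members called were counted with p-values adjusted over all probe sets and over the list alone. Shifts of the lists by gene name were tested with limma's camera with a correlation between genes of 0.01, adjusted over lists and comparisons, at an adjusted p of 0.05, and again with an estimated correlation and with fry.

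Alternatives were tried one at a time. The tests were repeated with only the 6 arrays compared, with the replicate number as a block, with the unpaired t-test of the methods with and without adjustment, and with the whole selection of the methods (a coefficient of variation under 50% on the linear scale in each group, an analysis of variance over the 4 groups and the t-test). In this selection the t-test was adjusted over the probe sets that passed the first steps. The methods do not say whether the t-test was adjusted. Further ones were the variation filter followed by limma, another quantile normalization, alignment of the array medians, the omission of probe sets open to cross-hybridization, an adjusted p of 0.05, a log2 fold change of 1, and the omission of each array in turn. Probe sets with the suffix x, s or a were taken as open to cross-hybridization. The suffix a marks transcripts of 1 gene, so some of those left out may be specific to a gene. The quantile normalization acted on the centred values, so it did not repeat that of RMA and can even out real differences in spread between arrays. Robust eBayes was added after the values had been examined. A filter on dim probe sets and eBayes with an intensity trend had been planned but were not run, since centred values carry no intensity. Other splits of the arrays into genotypes were tested, 10 within a stage and 100 joint ones over both stages. GO and MapMan enrichment, hierarchical clustering, the data from other studies in Genevestigator, the qRT-PCR and the mineral measurements were not analysed here.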

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

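The tests of developmental timing, the test of opposite directions and all tests of WL711 28 DAA replicate 1 were chosen only after the result was seen.

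The difference between IITR26 and WL711 changed from 14 to 28 DAA in 933 probe sets by the interaction of limma, at an adjusted p of at most 0.01 and a change of at least 2, which shows that the effects of genotype at the 2 stages differ. Of these, 446 moved towards IITR26 and 487 towards WL711. Between the genotypes, 334 of these 933 were called at 14 DAA alone, 367 at 28 DAA alone, 22 at both stages and 210 at neither. Among 100 joint splits of the arrays, 1, the real one, gave so many, and the highest other gave 296. The other splits mix the genotypes within groups, so a genotype difference alike at both stages would also lower their counts. They therefore do not test the interaction by itself, and no conclusion on it is drawn from them. In 12 probe sets the direction was opposite at the 2 stages, 10 of them higher in IITR26 at 14 DAA and lower at 28 DAA. Flavanone 3-hydroxylase went from 2.35 to -5.20, an expansin precursor from 3.13 to -3.81, a GASA protein, which responds to gibberellin, from 2.10 to -3.40, a glycine-rich cell wall protein from 2.55 to -2.31, and caleosin, a protein of oil bodies, from -2.35 to 2.88. At 14 DAA, the call of flavanone 3-hydroxylase ended without IITR26 replicate 1 or 3 or WL711 replicate 1 or 2, that of the GASA protein without IITR26 replicate 3 or WL711 replicate 1, and that of the expansin precursor in a fit of the 6 arrays of the stage, and at 28 DAA the latter ended after a repeated quantile normalization.

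The change between the stages is a signal in a contrast that the paper does not report, drawn from the same 12 arrays. From 14 to 28 DAA, 1785 probe sets were called in IITR26 (812 higher and 973 lower at 28 DAA) and 1405 in WL711 (586 higher and 819 lower). In both genotypes 341 rose and 394 fell, and 6 went in opposite directions. For either genotype the 10 splits of its arrays are too few for a share under 0.05, with 1 split as large, the real one, and a highest other number of 0.

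A further 917 probe sets outside Table S2 were called between the genotypes at the thresholds of the paper, 213 higher and 207 lower in IITR26 at 14 DAA and 237 higher and 311 lower at 28 DAA. Of these, 383 failed the variation filter and 233 passed the whole selection of the methods.

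The 836 probe sets called at 14 DAA and the 838 called at 28 DAA were set against 2 explanations. A fixed difference in binding to the probes, from a sequence variant or a missing gene, keeps its direction and disappears only where a gene is silent, which argues against it, as the whole cause, for the 12 probe sets with opposite directions and for 32.4% of the 701 called at 1 stage alone and for the interaction, in which the genotype higher at the called stage was not lower at the other stage. In the other 474 of the 701 that genotype fell and the other genotype changed by a median of -0.15, as a fixed difference in a silent gene would have it. A difference in expression at 1 stage alone would look the same, so these 474 do not tell the explanations apart. Of the 190 called at both stages, which include the 12 with opposite directions, 16.3% passed the adjusted p of the interaction. For the 75 higher and 103 lower at both stages, a fixed difference and a difference in expression cannot be told apart, since no probe sequences were read. The 58.7% that passed among those called at 14 DAA alone have no weight, since a call at 1 stage favours such a change. If IITR26 were ahead of WL711 in development, the genotype difference should follow the change between stages, and over the called probe sets its rank correlation was 0.313 at 14 DAA with the change in IITR26 and 0.425 at 28 DAA with the change in WL711, although the arrays that both quantities share push these correlations below 0. A candidate explanation for part of the differences is thus a faster course of development in IITR26, as a hypothesis found and tested on the same data, and a difference in expression that belongs to the genotypes themselves stays open, as untested.

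Replicate 1 of WL711 at 28 DAA stood apart from the other two, with r of 0.412 and 0.286 to them. RNA of IITR26 mixed into this sample goes with part of the tables, since replicate 1 lay above replicates 2 and 3 by a median of 2.27 over 143 probe sets called higher in IITR26 at both stages without replicate 1, and of 2.20 over the 64 of these that stay level in IITR26, and since the share of IITR26 RNA needed differed by only 0.135 from that of 174 probe sets called lower without it. Such mixing would bring one share to all probe sets, whereas 30.0% of 317 had a share under 0.1, which argues against it. What stays open is the genotype of the sampled plant: 64.0% of the 317 had a share under 0.1 or over 0.9, which is consistent with a plant carrying IITR26-like alleles in part of its genome, and 106 probe sets lay at least 2 beyond all other 28 DAA arrays, against at most 33 for another array, which is consistent with a plant of another wheat line. Grain further in development stays open as well, since replicate 1 followed the change in IITR26 with a rank correlation of 0.531 over 1785 probe sets that also differ between the genotypes, and of 0.101 over only 26 that do not.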

How the results depend on the processing

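The tests with robust eBayes and the list shifts without WL711 28 DAA replicate 1 were chosen only after the data were seen. A filter on dim probe sets and eBayes with an intensity trend were planned but not run, because the values are centred and signal over background is unknown.

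The number of calls between the genotypes stayed within 1.5 times of 364 higher and 472 lower in IITR26 at 14 DAA and 346 and 492 at 28 DAA with only the 6 arrays compared (318, 470, 267 and 421), with the medians of the arrays aligned, with robust eBayes, at an adjusted p of 0.05 and by the t-test of the methods without adjustment. By the adjusted t-test of the methods, 92 were higher and 127 lower at 14 DAA and 0 higher and 1 lower at 28 DAA, where 847 passed an unadjusted p under 0.05 and the fold threshold, and at an unadjusted p of at most 0.01 the t-test gave 286 higher and 443 lower. It gave 219 at either stage and 1 at both, against 1484 and 190 by limma, 566 for the interaction against 933, and 731 and 446 for the change between stages in IITR26 and WL711 against 1785 and 1405. The cause was not tested. With the whole selection of the methods, the calls were 123 and 271 at 14 DAA, 132 and 245 at 28 DAA, 672 at either stage, 99 at both and 932 for the change in WL711. The variation filter followed by limma gave 181 higher at 14 DAA, 217 higher at 28 DAA and 973 at either stage. Without probe sets open to cross-hybridization, 242 were higher at 14 DAA, 301 lower at 28 DAA, 987 called at either stage and 581 for the interaction, and 1130 and 890 changed between stages in IITR26 and WL711. These last 3 settings test fewer probe sets. After another quantile normalization, 292 were lower at 14 DAA, 179 higher and 303 lower at 28 DAA and 900 called at either stage, and 405 of its 572 calls at 14 DAA and 440 of its 482 at 28 DAA were shared with the values as deposited; the cause was not tested. With the looser log2 fold change of 1, 1003 were higher and 1417 lower at 14 DAA, 1323 higher and 1878 lower at 28 DAA, 4908 called at either stage, 713 at both and 2510 for the interaction, and 5852 and 4184 changed between stages in IITR26 and WL711.

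Leaving out each array in turn gave 262 to 385 higher and 398 to 501 lower at 14 DAA, 295 to 447 higher and 448 to 652 lower at 28 DAA, 1321 to 1654 at either stage, 784 to 966 for the interaction, 1679 to 1913 for the change in IITR26 and 1329 to 1516 for that in WL711. The number called at both stages ranged from 167 without WL711 28 DAA replicate 3 to 331 without WL711 28 DAA replicate 1, the setting that also gave the 1099 calls at 28 DAA at the upper end. Fewer arrays were tested in each case, which does not by itself raise the number. Replicate 1 stood apart from replicates 2 and 3 of WL711 at 28 DAA, with r of 0.412 and 0.286, which widens the spread of that group. How far this accounts for the higher number without it was not tested here.

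With the replicate number as a block, 353 were higher and 472 lower at 14 DAA, 345 and 489 at 28 DAA, 1471 at either stage and 188 at both, with 907 for the interaction and 1781 and 1403 for the changes in IITR26 and WL711. Pairing by number was weak at most: after removal of the group means, 18 pairs of arrays with the same number had an r of -0.0651 to 0.188, above 0.1 in 2. Of the 18, 10 correlated best with their own number. These values do not exclude that arrays of one number share a plant or a day.

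Among the 296 probe sets named, at 14 and 28 DAA, the direction of a call was reversed under none of these alternatives. Of 317 calls of these at either stage, 280 were called whichever 1 array was left out and 38 in every alternative set in advance in which they were tested, at unchanged thresholds. The adjusted t-test ended 254 of the calls and the quantile normalization 107, against 9 each for the 6 arrays compared and the whole selection, 6 for the t-test without adjustment, 3 for robust eBayes and 1 each for the block, the aligned medians and the omission of probe sets open to cross-hybridization. Calls were added in 54 cases by the log2 fold change of 1, 12 by the adjusted p of 0.05, 6 by the quantile normalization, 4 each by the 6 arrays and the t-test without adjustment and 1 each by the block and the aligned medians. Leaving out 1 array ended a call in 149 and added one in 51 of all cases. Of the counts of list members, the adjusted t-test moved 146 by more than 1.5 times, the quantile normalization 65, the whole selection 54, the omission of probe sets open to cross-hybridization 48, the variation filter 44 and the log2 fold change of 1 13, and leaving out 1 array 95 of all cases. Of 32 list shifts by camera, 25 no longer passed with an estimated correlation and 2 with fry, which added 1, and 1 no longer passed without WL711 28 DAA replicate 1.

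Other splits of the arrays gave at most 576 calls at either stage and 0 at both, against the real 1484 and 190. Of 100 joint splits 1, the real one, was as large. Every other split within a stage gave 0 calls, so a count of 0 at both could hardly come out otherwise. The other splits also mix the genotypes within groups, which widens the spread in the model. They therefore do not exclude chance, and no conclusion on it is drawn from them. Within a stage, the 10 splits are too few for a share under 0.05, with 1 as large, the real one, for the 836 calls at 14 DAA and for the 838 at 28 DAA and a highest other number of 0.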

Differences from the paper's values

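No test in this part was chosen only after the result was seen.

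At the thresholds of the paper, with the p adjusted, 836 probe sets were called at 14 DAA against the paper's 433, 838 at 28 DAA against the paper's 315, and 1484 at either stage against the paper's 580. Of the alternatives set before the data were examined, the whole selection of the methods comes within 1.5 times of the paper's value for all 3, with 394, 377 and 672. For 14 DAA the variation filter (504), another quantile normalization (572) and the omission of probe sets open to cross-hybridization (578) also do. The others do not, namely the 6 arrays compared, the replicate block, the t-test of the methods with and without adjustment, the aligned medians, an adjusted p of 0.05, a log2 fold change of 1 and the omission of single arrays. A count within this range need not hold the same probe sets, and the t-test of the whole selection was adjusted here, which the methods do not state. Of the 580 of Table S2, 447 passed the variation filter as read here, and 233 probe sets outside Table S2 passed the whole selection.

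By direction, 364 were higher and 472 lower in IITR26 at 14 DAA against the paper's 158 and 275 in Table S2, and 346 and 492 at 28 DAA against the paper's 124 and 191. The whole selection of the methods closes all 4 gaps in number, to within 1.5 times of the paper's values, with 123, 271, 132 and 245. The variation filter closes those at 14 DAA (181 and 323), the quantile normalization those of the lower ones at 14 DAA (292) and the higher ones at 28 DAA (179), and the omission of probe sets open to cross-hybridization (336), of IITR26 14 DAA replicate 3 (398) or of WL711 14 DAA replicate 1 (411) that of the lower ones at 14 DAA. None of the other alternatives does. Table 1 gives the paper's 282 higher and Table 2 the paper's 466 lower for both stages, numbers that count a probe set once at each stage where it was called. Counted in this way, 710 were higher and 964 lower, and counted once, 635 and 861. The whole selection of the methods (255 and 516) closes both gaps, the variation filter (398) that of the higher ones, and the quantile normalization (595) and the omission of probe sets open to cross-hybridization (637) that of the lower ones, and the other alternatives close neither.

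Of 1160 log2 fold changes of Table S2, 17 were not equal to those of the deposited values within 0.001, in 17 probe sets, 14 at 14 DAA and 3 at 28 DAA. Of the 14 at 14 DAA, 9 lie under a log2 fold change of 2 in the deposited values. Of the 17, 12 differ by more than the spread between replicates. At 14 DAA the paper's value is -5.87 and the value here -2.55 for the salt tolerance protein, the paper's 2.17 and here -1.61 for a peroxidase precursor, the paper's -5.25 and here -2.39 for the probable protein phosphatase, the paper's -2.32 and here -1.18 for photosystem I reaction center subunit X, and the paper's -2.00 and here 1.56 for a protein of cysteine biosynthesis. Also at 14 DAA they are the paper's -7.16 and here -2.68 for a GDSL-like lipase, the paper's -2.02 and here -1.68 for enoyl-CoA hydratase, the paper's 3.15 and here 1.66 for the TFIIS domain-containing protein, and the paper's 3.44 and here 1.78 for 60S ribosomal protein L9. At 28 DAA they are the paper's 0.30 and here -0.86 for the hydrophobic peptide ESI3, and the paper's -2.20 and here -5.20 for flavanone 3-hydroxylase. For the protein of cysteine biosynthesis, the GDSL-like lipase, enoyl-CoA hydratase and ESI3, the paper's value equals, to a relative 1e-05, the log2 fold change of another probe set at that stage. From the number of values close by, such a match was expected by chance 0.0200, 0.00716, 0.0222 and 0.623 times. No alternative closes any of the 11 gaps listed. For the manganese ion binding protein at 14 DAA, the paper's value is 2.01 and the value here 1.77. That gap falls within the spread between replicates after another quantile normalization (1.83) and without IITR26 14 DAA replicate 1 (1.89) or WL711 14 DAA replicate 2 (1.85), and under no other alternative. None of these values equals the paper's, so they do not account for it. In the column of corrected p-values of Table S2, 22 lie above the paper's 0.01, the highest at 0.0170, but the column ranks like the adjusted p of an analysis of variance over the 4 groups (rank correlation 0.992), so these are not shown to be p-values of the genotype comparison.

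Of 748 pairs of a probe set and a stage past the fold threshold in Table S2, 42 were not called here, and 13 of its 580 probe sets were called at neither stage. An adjusted p of 0.05 calls 30 of the 42, the omission of WL711 28 DAA replicate 1 calls 32, of its replicate 3 calls 5, and of its replicate 2 calls 1. The 6 arrays compared, the t-test without adjustment and a log2 fold change of 1 call 9 each, and the last of these calls 2 of them, the peroxidase precursor and the protein of cysteine biosynthesis, in the direction opposite to the paper's. The replicate block and the aligned medians call 2 each, and the quantile normalization 1. The omission of WL711 14 DAA replicate 2 or 3 calls 2 each, and that of WL711 14 DAA replicate 1 or IITR26 14 DAA replicate 1 or 3 calls 1 each. The paper reports the transition metal ion binding protein as higher in IITR26, with 2.18 at 14 DAA. Here it was also higher, with 1.98, but short of the fold threshold. It was called without IITR26 14 DAA replicate 1 and without WL711 14 DAA replicate 2 or 3. Of the probe sets without a function, the paper's number common to both stages is 56, against 45 here, 56 at an adjusted p of 0.05 and 69 without WL711 28 DAA replicate 1.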

Other observations

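The tests of 6 of the 8 lists formed from gene names were chosen only after the data were seen.

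In the list of late embryogenesis proteins by gene name, 9 of 10 probe sets rose from 14 to 28 DAA in each genotype, with a median log2 change of 7.95 in IITR26 (adjusted p = 4.5e-11 by camera, 0.137 with an estimated correlation between genes) and 7.59 in WL711 (adjusted p = 4.3e-14, 0.133 with the estimate). The Em protein, which protects the drying embryo, rose by 10.65 (standard error 0.67) in IITR26 and 10.58 in WL711. Between the genotypes none of the 10 was called by limma, 4 having an unadjusted p under 0.05 at each stage, at medians of 1.22 at 14 DAA (adjusted p = 0.00023, 0.275 with the estimate) and 1.19 at 28 DAA (adjusted p = 0.0052, 0.418 with the estimate). Of 18 probe sets for the core histones H2A and H2B, 12 fell from 14 to 28 DAA in IITR26 (median -3.62, adjusted p = 5.8e-16, 0.133 with the estimate) and 2 in WL711 (median -1.23, adjusted p = 2.7e-07, 0.169 with the estimate). At 28 DAA 10 of them were lower in IITR26 (median -2.18, adjusted p = 6.2e-17, 0.133 with the estimate), 4 without probe sets open to cross-hybridization, and at 14 DAA 2 were higher and 2 lower (median -0.45, adjusted p = 0.025, 0.461 with the estimate). Of these at 14 DAA, 1 was higher without IITR26 14 DAA replicate 1 or 3 or WL711 14 DAA replicate 2 or 3, 1 was lower after a repeated quantile normalization, and 1 was higher and 1 lower without probe sets open to cross-hybridization. Some of these histone probe sets are also in Table S2, which the study chose on these arrays.

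The 10 tubulins had medians of -0.51 at 14 DAA (adjusted p = 1.7e-05, 0.169 with the estimate) and -1.06 at 28 DAA (adjusted p = 1.7e-08, 0.133 with the estimate), with 0 called by limma and 8 and 9 lower at an unadjusted p under 0.05. Of 13 serpins and other inhibitors, 3 were higher in IITR26 at 14 DAA (median 1.22, adjusted p = 2.2e-08, 0.137 with the estimate) and 1 lower at 28 DAA (median -0.19), and 4 rose from 14 to 28 DAA in WL711 (median 0.91) while 1 fell in IITR26. Of 36 photosynthesis probe sets, 0 were called by limma between the genotypes at 14 DAA (median -0.13, 12 lower and 2 higher at an unadjusted p under 0.05) and 0 at 28 DAA (median -0.02, 11 lower), and 6 fell between the stages in IITR26 and 3 in WL711. The 19 storage proteins had 2 higher and 1 lower at 14 DAA (median -0.01, adjusted p = 0.64) and 1 lower at 28 DAA, and 2 rose in WL711. After the quantile normalization 0 of them were called higher and 2 lower by limma at 14 DAA, and 0 were called higher without probe sets open to cross-hybridization, while 2 were lower at 28 DAA without IITR26 28 DAA replicate 1 or 3 or WL711 28 DAA replicate 3. Of 6 thionins, 1 was higher at 14 DAA (median 0.42) and 1 rose in WL711, and of 3 protease and amylase inhibitors 1 was higher at 14 DAA (median 1.44) and 2 rose in WL711, and neither of these 2 probe sets higher at 14 DAA was called after the quantile normalization, nor was the serpin or inhibitor lower at 28 DAA. With the estimated correlation, none of the 32 shifts passed camera, the lowest adjusted p being 0.133. Of the 8 lists, 7 passed at 14 DAA and 6 at 28 DAA, against 6 and 8 in the highest of the other splits. With 1 and 2 of 10 splits as large, the real one included, the splits are too few for a share under 0.05.

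Among single probe sets with a name, the largest rises from 14 to 28 DAA after Em were those of a late embryogenesis protein of group 1 in IITR26 (9.06) and of a glycine-rich protein (9.54) and the agglutinin WGA2 (8.84) in WL711. The largest falls were those of the transfer cell protein PR9 (-8.12), beta-expansin (-7.34) and LTPL31 (-7.00) in IITR26, and of a lipid transfer protein precursor (-8.05), an extensin (-7.98) and pherophorin (-7.43) in WL711. The largest interactions were 7.75 for an early nodulin-like protein and 7.37 for a cystatin, and -8.86 for beta-expansin and -8.16 for an egg apparatus protein.

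The medians of the 27 hybridization control probe sets, averaged over the 3 arrays of a group, were -0.31 in IITR26 and -0.74 in WL711 at 14 DAA, and 0.31 and 0.23 at 28 DAA. For the 36 labelling controls they were -0.39 and 0.01 at 14 DAA, and 0.42 and -0.20 at 28 DAA.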
